# Altered Hippocampal Transcriptomic Profile Reveals Cognitive Impairment in Young Metabolically Obese, Normal‐Weight Rats, Prevented by Perinatal Leptin Intake

**DOI:** 10.1002/mnfr.70262

**Published:** 2025-09-13

**Authors:** Carmen García‐Ruano, Andrea Costa, Andreu Palou, Paula Oliver

**Keywords:** cognition, early biomarkers, obesity phenotypes, PBMC, perinatal programming

## Abstract

Early‐life metabolic environment significantly impacts long‐term cognitive and metabolic health. This study investigates transcriptomic alterations in the hippocampus and peripheral blood mononuclear cells (PBMC) of young rats exposed to an isocaloric high‐fat diet (HFD), resulting in the metabolically obese, normal‐weight (MONW) phenotype.

Rats were pair‐fed either a standard (NW group) or HFD (MONW group) for 11 weeks after weaning. Another group (MONW‐Lep) received leptin supplementation during lactation and subsequently HFD. Transcriptomic analysis of the hippocampus showed disruption of pathways linked to obesity and cognitive decline in the MONW group, which were attenuated by leptin intake. This was consistent with the results of working memory (T‐maze test), impaired in MONW versus NW, but preserved in MONW‐Lep animals. PBMC transcriptomics revealed overlapping genes with the hippocampus. Notably, *Piwil1*, a gene linked to neurodegeneration, metabolic syndrome and obesity, was up‐regulated in PBMC of MONW but not of MONW‐Lep animals, reflecting early hippocampal changes and leptin's preventive effect. These findings highlight the influence of early nutrition on cognitive health, the protective potential of leptin counteracting the effects of HFD intake and the usefulness of PBMC as a reliable source of biomarkers of brain health.

**Abbreviations**
AD: Alzheimer's disease
DEGs: differentially expressed genes
HFD: high‐fat diet
MONW: metabolically obese, normal‐weight
NW: normal weight
PBMC: peripheral blood mononuclear cells

## 1 Introduction

The relationship between early‐life nutrition and long‐term health outcomes has gained increasing attention in recent years. Poor dietary habits during critical developmental periods are known to influence not only metabolic health [1] but also cognitive function [2]. In this line, early exposure to an unbalanced macronutrient diet, such as a high‐fat diet (HFD), even under isocaloric conditions, can lead to the development of the metabolically obese, normal‐weight (MONW) phenotype [3]. This condition is characterized by increased visceral adiposity, insulin resistance, and hepatic lipid accumulation in the absence of overt obesity [4]. Beyond these metabolic features, our group was pioneer to demonstrate, in rodents, that the MONW phenotype is linked to impairments in cognitive functions, particularly those involving the hippocampus, a brain region critical for memory and learning [5].

The hippocampus's sensitivity to metabolic changes makes it a key area for studying the cognitive impacts of early‐life dietary challenges [2]. In fact, we previously demonstrated that not only adult but also young rats exposed to an isocaloric HFD exhibited MONW characteristics and cognitive deficits [6]. These impairments were evident in tasks requiring working memory and were reflected at the transcriptional level in peripheral blood mononuclear cells (PBMC) [6]. PBMC have proven to be a reliable source of biomarkers for metabolic disease and cognitive decline [6, 7]. Additionally, PBMC have been shown to reflect altered gene expression patterns occurring in the hippocampus of patients with Alzheimer's disease (AD) [8]. However, the specific molecular mechanisms within the hippocampus that link early metabolic stress to cognitive dysfunction remain unclear.

One potential intervention to counteract these adverse effects caused by early malnutrition consists in the administration of leptin, a hormone present in maternal milk that plays a crucial role in perinatal programming [9]. Perinatal leptin intake has been shown to protect against obesity (reviewed in [10]), and against the MONW phenotype in adult rats [11]. Leptin not only regulates energy balance but also plays a critical role in hippocampus development, where it acts as a cognitive enhancer [12]. Leptin receptors are widely expressed in the hippocampus, specifically, within this brain region, the functional long isoform has been identified in pyramidal neurons, astrocytes, microglia, and also in neural progenitor cells, supporting the role of leptin in modulating synaptic plasticity, promoting adult neurogenesis and contributing to improved memory performance [13, 14, 15, 16, 17]. Interestingly, the long isoform of leptin receptor is also expressed in PBMC, including both lymphocytes and monocytes, enabling these cells to respond to the hormone [18, 19]. In our earlier studies, neonatal leptin supplementation during lactation demonstrated protective effects against cognitive and metabolic impairments induced by early HFD exposure, with alterations at the hippocampal level that were somehow reflected by PBMC [6]. While our prior work focused on the analysis of specific genes of interest [6], in the current study we perform a whole‐genome transcriptomic analysis in the hippocampus, aiming to uncover the molecular pathways affected by early HFD intake linked to MONW phenotype and to assess the potential mitigating effects of leptin. By linking the cognitive consequences of early HFD exposure to specific molecular signatures, our study provides deeper insights into how prompt metabolic challenges affect brain health. Additionally, this research assesses whether leptin supplementation can mitigate these alterations and explores the potential of PBMC as an accessible source of biomarkers that reflect brain changes. Based on our previous findings, we hypothesize that early HFD intake induces transcriptomic changes associated with cognitive impairment, that these alterations are prevented by perinatal leptin intake, and that such changes can be detected both in the hippocampus and PBMC.

## 2 Experimental Section

### 2.1 Animal and Experimental Design

The animal study protocol was conducted in accordance with the Declaration of Helsinki and approved by the Bioethical Committee of the University of the Balearic Islands (Exp.: 2015/23/AEXP, approved December 28, 2015). University guidelines for the use and care of laboratory animals were followed. Animals were purchased from Charles River Laboratories (Barcelona, Spain). The experimental design has been previously described in detail [11]. Briefly, male Wistar rats received either vehicle (*n* = 16) or oral leptin supplementation (*n* = 10) during lactation (postnatal days 1–20). The amount of leptin administered to the animals was calculated as five times the average amount of daily leptin intake from maternal milk, calculated in a previous study by our group [20]. After weaning, rats who received the vehicle were pair‐fed under isocaloric conditions with either a control normolipidic diet with 10% calories from fat (NW group, *n* = 8) or a HFD, with 60% calories from fat (MONW group, *n* = 8) for 11 weeks. Leptin‐treated animals were also fed the HFD under isocaloric conditions (MONW‐Lep group, *n* = 10). Diets were purchased from Brogaarden (Gentofte, Denmark); the complete diet composition (macronutrient proportion and ingredients) and fatty acid profile are detailed in [21].

The sample size was selected based on similar experimental designs, which show that this size has sufficient statistical power to detect statistical differences between groups [5, 21]. At 14 weeks (i.e., 3.5 months) animals were killed by decapitation within the first 2 h of the light cycle (8.00–10.00 h) in a fed (ad libitum) state. The hippocampus, liver, and various adipose tissues were collected. Moreover, PBMC were obtained as described below at 2 and 3.5 months of age. This animal design is part of a larger study on the impact of young MONW phenotype and neonatal treatments on metabolic health and cognition [6, 11]; however, hippocampus transcriptome analysis is novel to this work.

### 2.2 Behavioral Testing: T‐maze Alternation

The effect of the MONW phenotype and the leptin‐treatment on cognitive function was assessed using a spontaneous alternation paradigm in a T‐maze, as we described before [6]. The protocol from Deacon and Rawlins [22] was followed. Briefly, spontaneous alternation is a short‐term memory task that assesses an animal's ability to remember the arm in a T‐maze that the animal has previously entered and to select an alternative maze arm when re‐exposed to the device.

### 2.3 Adiposity Parameters

Body composition was measured using an EchoMRI‐700 (Echo Medical Systems, LLC, TX, USA) without anesthesia. Fat mass was measured and expressed as a percentage of total body weight. Visceral fat content was calculated as the sum of epididymal, mesenteric, and retroperitoneal white adipose tissue depot weights, and also expressed as a percentage of total body weight. In addition, lipid extracts from the liver were used to calculate total liver fat content, as previously described [11].

### 2.4 Blood Collection and PBMC Isolation

Blood samples were collected in the fed state at 2 and 3.5 months for PBMC isolation using Optiprep (Sigma Aldrich Química SA, Madrid, Spain) density gradient separation according to the manufacturer's instructions. Additionally, serum samples were also obtained. Moreover, 1 week before sacrifice, fasting blood was collected for glucose and insulin analysis to calculate the HOMA‐IR index using Matthews’ formula [23]. The detailed protocol is described in a previous publication [11].

### 2.5 Quantification of Circulating Glucose, Insulin, and Leptin Levels

Blood glucose was tested using an Accu‐Chek Glucometer (Roche Diagnostics, Barcelona, Spain). Enzyme‐linked immunosorbent assay kits were used for the quantification of insulin (Mercodia AB, Uppsala, Sweden) and leptin (R&D Systems, Minneapolis, MN, USA) in serum samples obtained in the fed state. Glucose and insulin levels were also measured in samples obtained in the fasted state (for HOMA‐IR index calculation).

### 2.6 Total RNA Isolation

Total RNA from hippocampus and PBMC was isolated using Tripure reagent (Roche Diagnostics Barcelona, Spain) following the manufacturer's protocol. RNA yield was quantified using a NanoDrop ND 1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA), and RNA integrity and purity were confirmed via 1% agarose gel electrophoresis.

### 2.7 Microarray Processing

Hippocampal RNA samples from NW (*n* = 8), MONW (*n* = 8), and MONW‐Lep (*n* = 9) animals were processed using Affymetrix GeneChip Rat Clariom S microarrays following standard protocols. RNA integrity and hybridization quality were confirmed before analysis. Normalization, background correction, and differential gene expression analysis were conducted using the *limma* [24] package in R version 4.0.4 and R Studio version 1.4.1717 software, and functional enrichment was performed with *ExpressAnalyst* and *Metascape*. Genes with a *p* value < 0.05 (*limma* *t*‐test) were considered significantly differentially expressed.This pipeline, including both sample processing and data analysis, followed the same methodology further described in [21] for PBMC transcriptomic profiling in the same animal cohort. Candidate gene validation (*Piwil1*) was performed by RT‐qPCR based on its relevance as a potential early biomarker of cognitive risk. Transcriptomic results obtained in the hippocampus were confronted with data from a microarray analysis performed in PBMC of the same groups: NW and MONW, as previously described [21].

### 2.8 RT‐qPCR Analysis

The mRNA expression of specific genes of interest was assessed by RT‐qPCR in both the hippocampus and PBMC. Fifty ng of RNA from each sample was reverse transcribed to cDNA using the iScript cDNA synthesis kit (BIO‐RAD, Madrid, Spain) in an Applied Biosystems 2720 Thermal Cycler. After cDNA synthesis, qPCR was performed to determine the mRNA expression of the analyzed genes. Each qPCR reaction utilized diluted (1/10 for hippocampus and 1/5 for PBMC) cDNA template, forward and reverse primers (10 µM), and Power Sybr Green PCR Master Mix (Applied Biosystems) under previously described reaction conditions [25]. The threshold cycle (Ct) was calculated using StepOne Software v2.0 (Applied Biosystems), and the relative mRNA expression was determined as a percentage of control (NW) rats using the 2^−ΔΔCt^ method [26]. Hippocampus and PBMC data were normalized against *Rplp0*, which has been previously validated as a useful constitutive gene [27]. Primers were obtained from Thermo Fisher Scientific (Life Technologies S.A, Madrid, Spain) and are described in the Supporting Information S1.

### 2.9 Statistical Analysis

Data are presented as means ± SEM. Statistical differences for anthropometric, circulatory, and cognitive parameters between the NW, MONW, and MONW‐Lep groups were assessed using Kruskal–Wallis test followed by Dunn post hoc method for pairwise comparisons. Differences in RT‐qPCR gene expression in hippocampus and PBMC samples were assessed using Mann–Whitney *U* test. Spearman's rank correlation coefficient (rho) was used to evaluate linear relationships between microarray gene expression data from the hippocampus with anthropometric, circulatory, and cognitive parameters. Statistical analyses were performed with RStudio, Build 351, R version 4.1.1, with significance defined at *p* < 0.05. For microarray data analysis, refer to section “2.7. Microarray Processing.”

## 3 Results

### 3.1 General Characteristics of Animal Models

As previously described [11] and summarized in Table 1, both MONW and MONW‐Lep groups showed increased adiposity compared to NW animals, despite similar body weight due to pair‐feeding with a HFD. However, only the MONW group exhibited features of metabolic dysfunction, including liver fat accumulation, elevated leptin levels, and signs of insulin resistance (elevated insulin and HOMA‐IR), which were not observed in MONW‐Lep rats, highlighting the protective effect of neonatal leptin treatment. Cognitive assessment revealed impaired working memory in the MONW group, while MONW‐Lep rats performed similarly to controls, supporting leptin's beneficial impact (as detailed in [6]).

**TABLE 1:** Most relevant anthropometric, circulatory, and cognitive parameters of the NW, MONW, and MONW‐Lep groups.

Anthropometric parameters	NW	MONW	MONW‐Lep
Body weight (g)	409 ± 13	416 ± 6	410 ± 6
Fat mass (%)	19.4 ± 0.50^a^	23.9 ± 1.8^b,^*	22.9 ± 1.2^a,b,^*
Visceral fat content (%)	5.99 ± 0.21^a^	7.79 ± 0.30^b,^*	7.31± 0.26^b,^*
Liver fat content (mg/g liver)	47.3 ± 3.9^a^	64.3 ± 4.2^b,^*	56.7 ± 5.2^a,b^

Circulatory parameters	NW	MONW	MONW‐Lep
Glucose‐fasting‐ (mg/dL)	101 ± 3^a^	120 ± 7^b,^*	114 ± 4^a,^*
Insulin‐fasting‐ (µg/L)	0.18 ± 0.02^a^	0.33 ± 0.05^b,^*	0.24 ± 0.03^a^
HOMA‐IR	1.06 ± 0.16^a^	2.45 ± 0.52^b,^*	1.7 ± 0.2^a^
Leptin‐feeding‐ (mg/mL)	12.8 ± 1.0^a^	18.1 ± 2.3^b,^*	12.5 ± 1.3^a^

Cognitive test	NW	MONW	MONW‐Lep
T‐Maze (% alternance)	100 ± 4^a^	76.8 ± 9.8 ^b,^*	87.0 ± 5.5^a,b^

*Note*: Data represent means ± SEM (*n* = 8 in the NW and MONW groups; *n* = 10 in the MONW‐Lep group). Statistical analysis: values not sharing a common letter (a, b) are significantly different (Kruskal–Wallis test followed by Dunn post hoc method for pairwise comparisons, *p* < 0.05); no letter indicates no significant differences. Additionally, asterisks (*) indicates a significant difference between MONW or MONW‐Lep versus NW (Mann–Whitney *U* test, *p* < 0.05).

### 3.2 Evaluation of Differentially Expressed Genes (DEGs) in the Hippocampus

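Hippocampal RNA from rats aged 3.5 months was hybridized to Affymetrix GeneChip Rat Clariom S microarrays, which measure each gene with a group of probes called a transcript cluster. There was 1 array per animal, with 8 NW, 8 MONW and 9 MONW-Lep rats. NW rats ate a diet with 10% of calories from fat. MONW and MONW-Lep rats ate a diet with 60% of calories from fat for 11 weeks, under isocaloric conditions. MONW-Lep rats had also received oral leptin from day 1 to day 20 of life, and the other groups vehicle. The authors' values are log2 values from RMA, which corrects the background, quantile-normalizes the arrays and summarizes the probes of each cluster, and they were used as given. Array medians ran from 6.873 to 6.903, since quantile normalization gives every array nearly the same distribution, so a shift of all genes alike would not be seen. Of 23188 transcript clusters, the 15049 with a gene symbol in the annotation used here were tested with limma. The 3 groups were fitted together, and an unadjusted p under 0.05 was the threshold, as in the article, with Benjamini-Hochberg adjusted values beside it. Differences of single genes were also tested with exact two-sided permutation tests of the arrays. The median share of genes above the 95th percentile of the negative control probes was 25.6% in NW (22.7% to 29.9%), 26.4% in MONW (21% to 34.4%) and 25.7% in MONW-Lep arrays (22.7% to 29.7%). MONW replicate 7 had a median correlation across genes of 0.978 with the other arrays, against at least 0.988 for the other 7 MONW arrays. The number of arrays limits the precision of each value.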

MONW phenotype induced by HF feeding in young animals had a relevant impact on the hippocampal gene expression pattern. This impact was less marked when animals received leptin during lactation. 

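Between the groups fed the HF diet, 18 of 21 genes of endothelium and mural cells had a higher mean in MONW-Lep than in MONW rats (list adjusted p = 8.75e-06 from camera, and 0.528 with an estimated correlation). An unadjusted p under 0.05 was passed by 5 of them, among them *Cldn5*, a tight junction protein of brain vessels (log2 difference 0.17, standard error 0.07), *Tek*, a receptor of endothelial cells (0.24, standard error 0.08), and *Vwf*, the von Willebrand factor (0.30, standard error 0.14). The lists of platelets (8 of 9 genes above 0, adjusted p = 0.00839, and 0.101 with an estimated correlation) and of the extracellular matrix (31 of 40 above 0, adjusted p = 0.00718, and 0.665 with an estimated correlation) had higher medians as well. Lists with a lower median in MONW-Lep were those of myelin (0 of 14 genes above 0, adjusted p = 8.75e-06, and 0.591 with an estimated correlation) and of the striatum (0 of 7 genes above 0, adjusted p = 0.00253, and 0.608 with an estimated correlation). Without MONW replicate 7 the adjusted p was 1.56e-06 for endothelium, 0.0186 for platelets, 0.168 for the matrix, 0.121 for myelin and 0.884 for the striatum. *Spock3*, a proteoglycan of the extracellular matrix, was lower in MONW-Lep than in MONW rats (fold change -1.25; exact permutation p = 0.000165). *Arc*, an immediate early gene of synaptic plasticity, had a fold change of -1.28 (log2 -0.36; exact permutation p = 0.0364), and a log2 difference of -0.23 without MONW replicate 7. In all, 466 of the 15049 genes passed an unadjusted p under 0.05 in this comparison, 207 higher and 259 lower in MONW-Lep, and 0 passed an adjusted p under 0.05 from limma. Chance alone gives 752 genes at the unadjusted threshold.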

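*Kctd1*, a potassium channel tetramerization domain protein that acts as a repressor of transcription, had a log2 value of 7.41 ± 0.18 (SD, n = 8) in MONW and 7.04 ± 0.25 (SD, n = 8) in NW rats (exact permutation p = 0.00622). *Vom2r61*, a vomeronasal receptor, was lower in MONW rats (fold change -1.27; exact permutation p = 0.00497), as was *Acoxl*, an acyl-CoA oxidase-like protein (fold change -1.26; exact permutation p = 0.0162). *Tmem45b*, a transmembrane protein, was higher than in NW rats both in MONW (fold change 1.28; exact permutation p = 0.00684) and in MONW-Lep rats (fold change 1.26; exact permutation p = 0.00621). *Plbd1*, a phospholipase B-like protein, was lower in MONW-Lep than in NW rats (fold change -1.28; exact permutation p = 0.00214). By limma, 463 genes passed an unadjusted p under 0.05 in MONW versus NW, 245 higher and 218 lower. In MONW-Lep versus NW there were 352, 144 higher and 208 lower. The threshold gives 752 of 15049 genes by chance. At an adjusted p under 0.05 from limma, 0 genes passed in either comparison, and the smallest adjusted p was 0.767 in MONW and 0.563 in MONW-Lep. The median size of the log2 difference of the genes past the threshold was 0.22 in MONW and 0.21 in MONW-Lep. Without MONW replicate 8, 715 genes passed in MONW versus NW.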

Hippocampal transcriptomic profiling revealed 304 DEGs in MONW versus NW and 234 DEGs in MONW‐Lep versus NW (*p* < 0.05). 

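*Gcnt2*, an enzyme that branches sugar chains of glycoproteins, was 1.31-fold higher in MONW than in NW rats (exact permutation p = 0.0269), and its log2 difference from NW was 0.07 in MONW-Lep rats (exact permutation p = 0.57). *Fabp1*, a carrier of fatty acids, had a fold change of -1.35 in MONW (exact permutation p = 0.039) and a log2 difference of -0.31 from NW in MONW-Lep rats (exact permutation p = 0.129). Across the 100 genes with the largest and the 100 with the smallest log2 differences past the threshold in MONW versus NW, MONW-Lep rats lay 42.7% of the way from the NW to the MONW mean (median over genes). Over the 9 MONW-Lep arrays the value was 40.5% ± 12.6 (SD, n = 9), and 6 of the 9 lay nearer to NW. Genes chosen because MONW and NW differ place any other group between them. When the arrays were regrouped so that no group differed, the same index was 48.6% ± 13.1 (SD over 100 regroupings). When the genes were chosen on 4 NW and 4 MONW arrays, their mean difference in the direction they were chosen for was 0.44 (log2) in these arrays and -0.06 ± 0.10 (SD over 100 splits) in the remaining ones.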

A heatmap analysis based on the top 100 up‐ and 100 down‐regulated DEGs allowed us to distinguish the three groups and showed that MONW‐Lep samples were more similar to NW than to MONW, suggesting mitigation of HFD‐induced transcriptomic changes by leptin (Figure 1a). 

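*Pklr*, the pyruvate kinase of liver and red blood cells, was lower than in NW rats in both groups fed the HF diet, with a fold change of -1.22 in MONW (exact permutation p = 0.0249) and -1.15 in MONW-Lep rats (exact permutation p = 0.0449). *Slc5a1*, a glucose transporter, was also lower in both, by a fold change of -1.24 in MONW (exact permutation p = 0.0437). Of the 245 genes higher in MONW than in NW rats, 28 were also higher in MONW-Lep (11.4%, 95% Wilson interval 8.03% to 16%). Of the 218 lower genes, 34 were also lower (15.6%, 95% Wilson interval 11.4% to 21%). The intervals treat genes as independent trials, but the genes share the same animals, so the intervals understate the uncertainty. Leaving out 1 array at a time gave 8.21% to 17.1% for the higher and 11.4% to 21.5% for the lower genes. Lists drawn independently would share 0.957% and 1.38%. Both comparisons use the same NW arrays, and regroupings in which no group differed gave 20.5% ± 9.93 and 19.1% ± 9.74 (SD over 100 regroupings). With the NW arrays divided between the comparisons, so that each used 4 of them, the shares were 2.75% ± 0.948 and 1.28% ± 0.709 (SD over 70 divisions), where independent lists would give 1.77% and 2.04%. In the direct comparison of MONW-Lep with MONW, 62 of the 245 higher and 65 of the 218 lower genes passed the threshold in the opposite direction, and 155 and 120 passed in neither comparison of MONW-Lep. The sign was opposite for 239 and 208. These genes were chosen on the same MONW arrays, which alone favours the opposite direction. The counts for groups that do not differ were not computed. From the position of MONW-Lep samples in Figure 1a, the paper proposes that leptin mitigated the changes caused by the HF diet, and it takes the small shares in Figure 1b as further evidence of this.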

Only 8% of MONW up‐regulated and 7% of down‐regulated genes remained altered in MONW‐Lep, further confirming this effect (Figure 1b). Enrichment Network (*ExpressAnalyst*) for all DEGs between the MONW and NW groups identified nine significantly altered pathways, including cognitive‐related terms (“Axon,” “Dendrite,” “Neuron projection,” “Presynaptic membrane”) (Figure 2). In contrast, only four pathways were altered in MONW‐Lep versus NW, reflecting a milder transcriptional disturbance (data not shown). 

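Genes of the presynaptic terminal that were higher in MONW than in NW rats at an unadjusted p under 0.05 were *Syt2*, a calcium sensor of transmitter release (log2 difference 0.38, standard error 0.16, n = 8 per group), *Grm4*, a glutamate receptor (0.25, standard error 0.11), and *Nrxn2*, an adhesion protein of synapses (0.14, standard error 0.05). The other 32 of the 35 genes of this list did not pass, and the list had an adjusted p of 0.302 from camera. Of 43 genes of axon growth and guidance and 34 of the dendrite and postsynapse, 0 passed the unadjusted threshold of limma, and the lists had adjusted p values of 0.946 and 0.678. Adjusted over the list alone, 0 genes passed in these 3 lists. Among markers of cell types and regions, the myelin list was higher in MONW rats (14 of 14 genes above 0, adjusted p = 3.73e-07, and 0.702 with an estimated correlation). *Opalin* (0.26, standard error 0.09) and *Mog* (0.26, standard error 0.12), proteins of myelin, passed the unadjusted threshold. The striatum list was higher as well (7 of 7 genes above 0, adjusted p = 0.00336, and 0.734 with an estimated correlation), and that of dentate gyrus granule cells was lower (1 of 8 genes above 0, adjusted p = 0.00558, and 0.514 with an estimated correlation). Without MONW replicate 7 the adjusted p of these lists was 0.0261 for myelin, 0.99 for the striatum and 0.203 for granule cells, and the dendrite list had 27 instead of 13 of its genes above 0. Without that array the log2 difference was 0.22 for *Syt2*, 0.20 for *Grm4* and 0.14 for *Mog*, none past the unadjusted threshold, while *Nrxn2* and *Opalin* still passed, as then did *Epha5* (0.23) and *Mapt* (0.13) of the axon list.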

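In MONW-Lep versus NW, *Tek* (0.24, standard error 0.08) and *Cldn5* (0.15, standard error 0.07) were higher on the log2 scale at an unadjusted p under 0.05, and 15 of the 21 genes of endothelium and mural cells lay above 0. This list was the only 1 of 39 past an adjusted p under 0.05 from camera (0.00508), and its adjusted p was 0.987 with an estimated correlation. In MONW versus NW, 6 of the 39 lists passed, 3 without MONW replicate 7 and 0 with an estimated correlation. The lists of axon growth (43 genes), presynaptic terminal (35) and dendrite (34) held 0 genes past the unadjusted threshold of limma in MONW-Lep rats, with adjusted p values of 0.773, 0.125 and 0.65. In the fit without MONW replicate 7, which enters the common variance, 2 axon genes were higher and 1 lower and 1 presynaptic gene was higher at that threshold. *Syt2* differed from NW in MONW-Lep rats by 0.28 (log2; exact permutation p = 0.021) and from MONW by -0.10 (exact permutation p = 0.676). The myelin list had 7 of 14 genes above 0 (adjusted p = 0.65). Adjusted over the list alone, *Ctsw* was lower among 13 genes of NK cells and *Or4c107* higher among 1052 olfactory receptors. Whether the number of lists differs between the comparisons was not tested.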

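Of 28 genes of inflammation, *Nfkbia*, an inhibitor of NF-kB, was higher in MONW than in NW rats at an unadjusted p under 0.05 (log2 difference 0.26, standard error 0.09, n = 8 per group), and 27 did not pass. Of 24 genes of lipid transport and storage, *Fabp3*, a carrier of fatty acids (0.28, standard error 0.12), and *Acsl1*, which activates fatty acids (0.14, standard error 0.06), were higher and 22 did not pass. The adjusted p of these lists was 0.63 and 0.994 from camera, and 0 of their genes passed when adjusted over the list alone. The list of cholesterol synthesis was higher in MONW rats (16 of 18 genes above 0, adjusted p = 0.014, and 0.705 with an estimated correlation), and 0 of its genes passed on their own by limma. The list of glucocorticoid response was higher (10 of 13 genes above 0, adjusted p = 0.00336, and 0.393 with an estimated correlation), with *Nfkbia* and *Errfi1* (0.18, standard error 0.07), an inhibitor of EGF receptor signalling, past the unadjusted threshold. That of the extracellular matrix was lower (11 of 40 genes above 0, adjusted p = 0.0221, and 0.921 with an estimated correlation), although *Tnc*, a matrix glycoprotein, was higher (0.18, standard error 0.09). Without MONW replicate 7 the adjusted p was 0.0261 for cholesterol synthesis, 0.0248 for glucocorticoid response and 0.216 for the matrix, and *Acsl1* (0.11) and *Tnc* (0.17) did not pass the unadjusted threshold. Lists of fatty acid oxidation (0.974), glycolysis (0.974) and leptin and insulin signalling (0.946) did not pass the adjusted threshold.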

Pathway analysis processed with *Metascape*, one focusing exclusively on up‐regulated genes and another on down‐regulated genes, identified processes related to inflammation and lipid metabolism (Figure 3).

**FIGURE 1:**
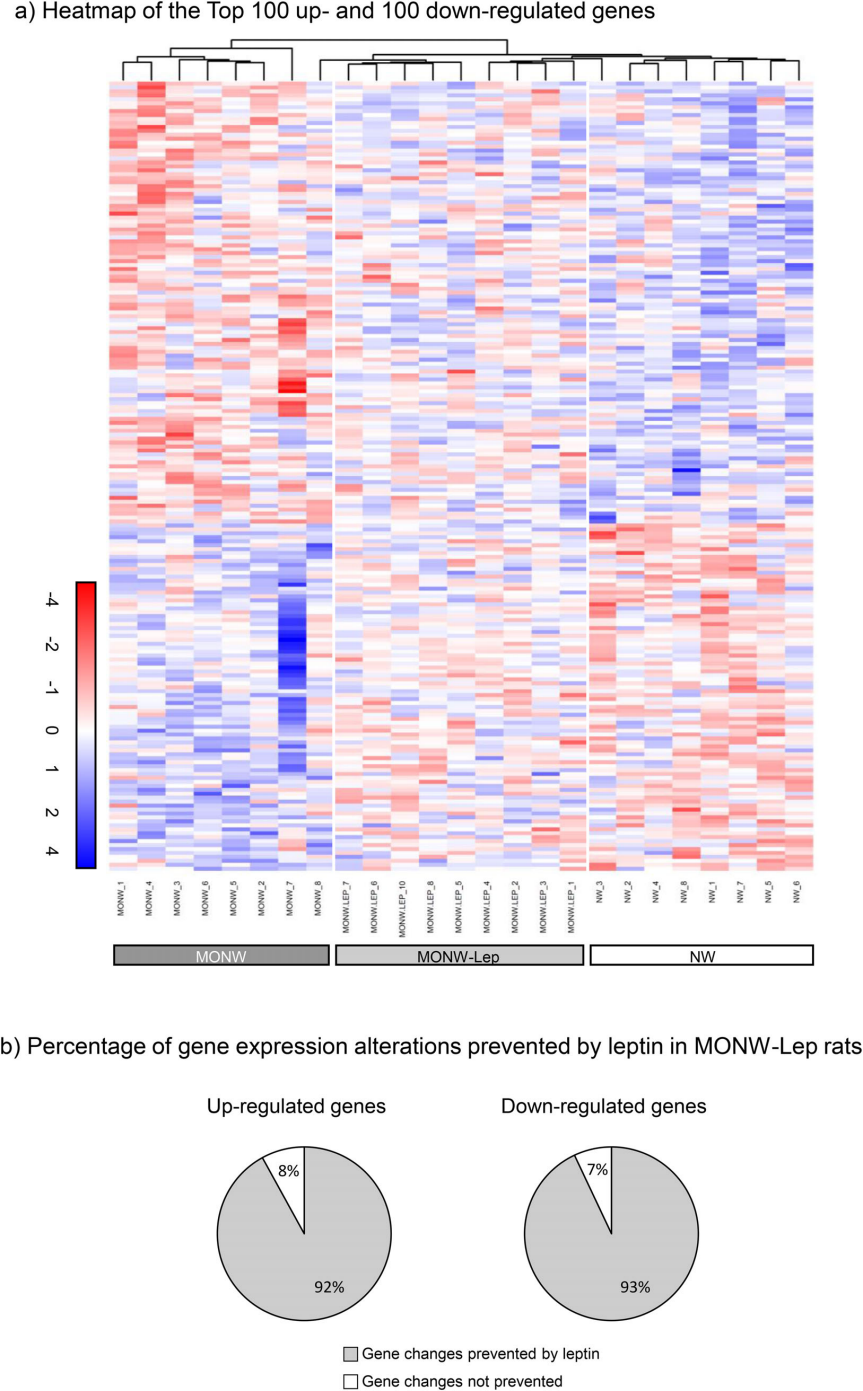
(a) Heatmap and hierarchical clustering representing the normalized gene expression patterns of the top 100 up‐ and 100 down‐regulated genes in the hippocampus from young MONW and NW rats. The heatmap illustrates both genes and samples clustered, with positive gene expression represented in blue and negative in red. (b) Percentage of gene expression alterations prevented by neonatal leptin supplementation in MONW‐Lep rats. The pie charts depict the proportion of up‐regulated (left) and down‐regulated (right) genes whose alterations were mitigated by leptin treatment compared to the genes altered in the MONW group. Heatmap was performed using RStudio.

**FIGURE 2:**
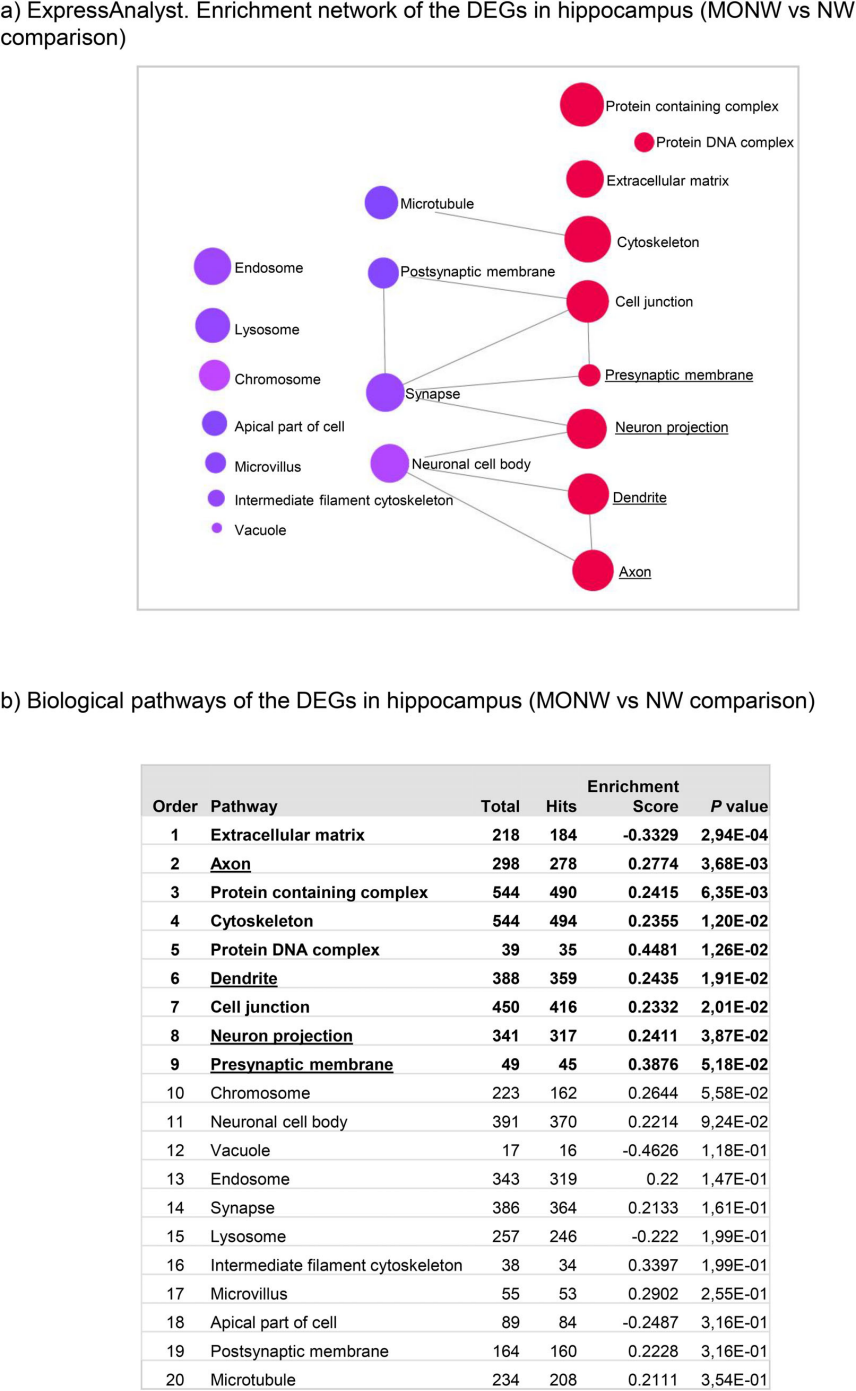
Enrichment network of all the microarray DEGs in the hippocampus of the MONW group in comparison to NW group using *ExpressAnalyst* from *NetworkAnalyst 3.0*. (a) Enrichment Network by the PANTHER database. Color intensity indicates the *p* value, with significant pathways shown in red. The size of the circle reflects the number of genes (Hits), while the lines connecting the nodes represent shared genes between the pathways. (b) Biological pathways of the DEGs. Data come from a Gene Set Enrichment Analysis using the PANTHER database. Pathways are ranked based on their *p* values. Pathways in bold have a *p* value < 0.05. Pathways underlined are associated with neurology.

**FIGURE 3:**
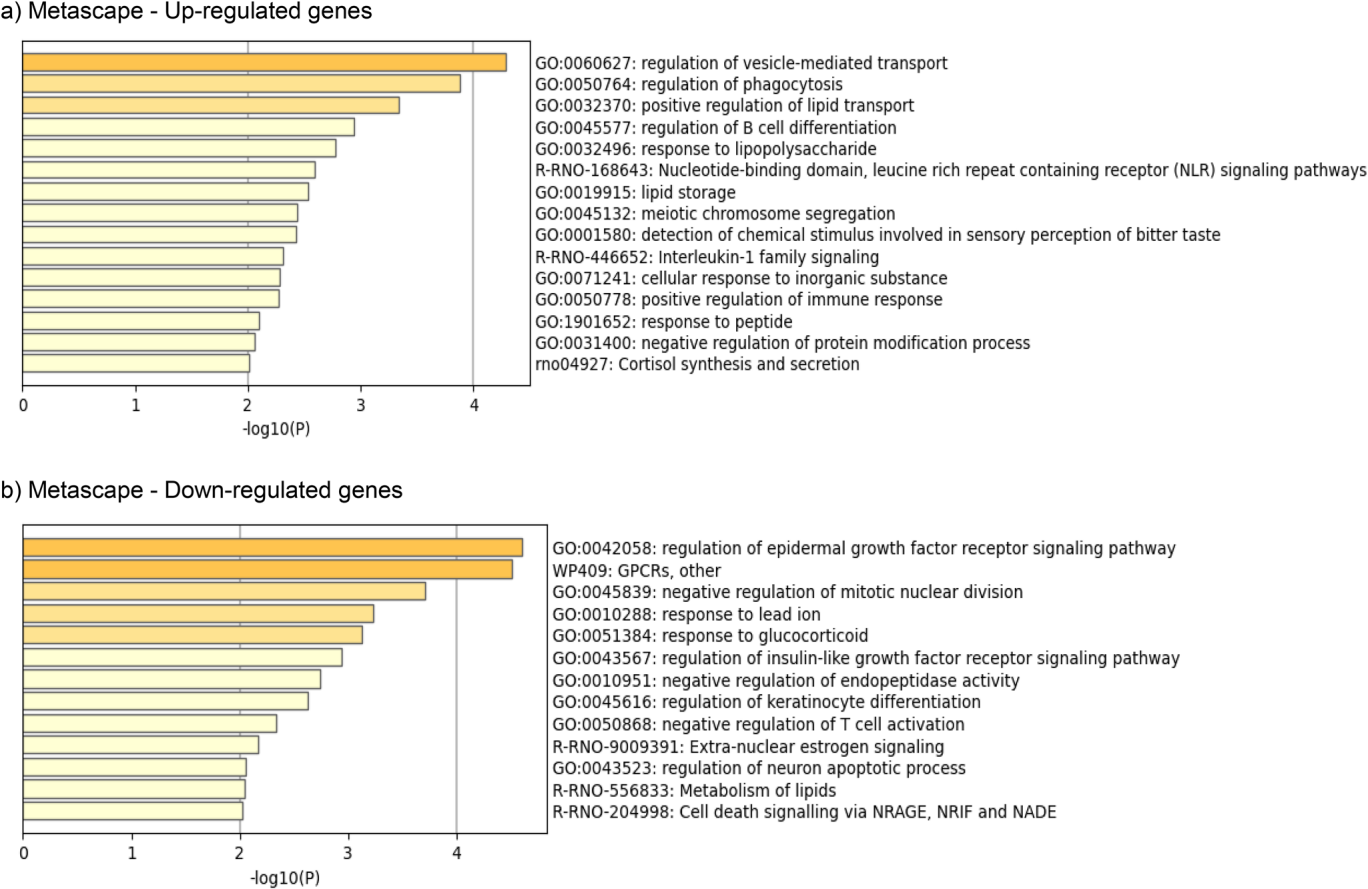
Functional enrichment analysis of DEGs in the hippocampus of the MONW group in comparison to the NW group using *Metascape*. Bar charts display the top enriched biological pathways identified by *Metascape* for (a) up‐regulated genes and (b) down‐regulated genes. The pathways are ranked by their significance (‐log10(*p* value)).

### 3.3 Top 10 Up‐ and 10 Down‐Regulated Genes in the Hippocampus of MONW‐Like Animals

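Among genes past the threshold, the largest increase in MONW versus NW was that of *Gfra2*, a receptor for the growth factor neurturin, with a fold change of 1.42 (log2 0.50, standard error 0.23; exact permutation p = 0.122). *Kcnh5*, a potassium channel of neurons (fold change 1.36; exact permutation p = 0.05), *Trib1* (fold change 1.34) and *Gucy1a1*, a subunit of the receptor for nitric oxide (fold change 1.33; exact permutation p = 0.102), came next. The other 6 of the 10 were *Rasgrp2*, *Cpne5*, *Gcnt2*, *Syt2*, *Nr4a1* and *Kctd1*. The genes with the largest decreases were *Mrap*, *Omd*, *Fabp1*, *Tlr9*, *Cd79b*, *Itprid1*, *Prickle3*, *Pcdh19*, *Vom2r61* and *Acoxl*, and among them *Tlr9*, a receptor for DNA of innate immunity, had a fold change of -1.35 (exact permutation p = 0.0454). MONW replicate 7 weighs on these ranks. Its score for 7 genes of the striatum, a region of the basal forebrain, was 2.18 on the log2 scale, while the other 7 MONW arrays lay between -0.24 and -0.01. Without it, the log2 difference was 0.31 for *Gfra2*, 0.23 for *Kcnh5* and 0.20 for *Gucy1a1*. Of the 10 increased genes 5 still passed the threshold, and of the 10 decreased genes 7. 

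**Figure D1:**
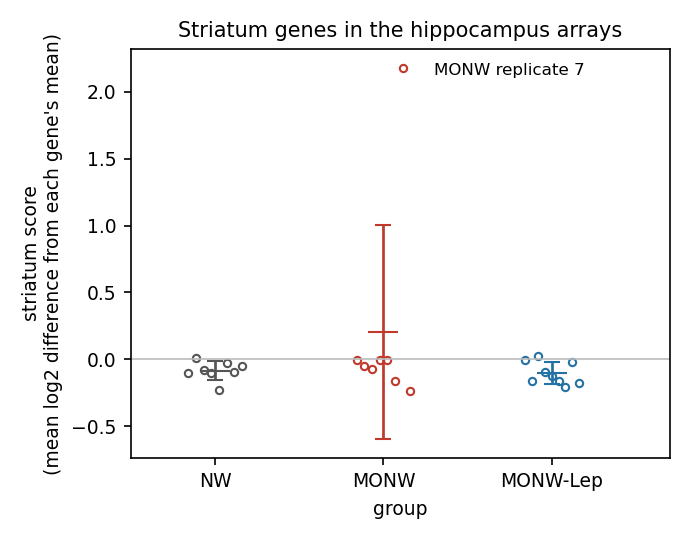
Striatum score of each hippocampus array (mean log2 difference of 7 striatal genes from their mean over the arrays) by group, with 8 NW, 8 MONW and 9 MONW-Lep arrays as points. MONW replicate 7 sits at 2.18, above all other arrays.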

Among the 304 DEGs between MONW and NW animals, the top 10 up‐ and 10 down‐regulated genes (based on fold change) were prioritized. 

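*Guca2a*, the precursor of the gut hormone guanylin, lies on chromosome 5 of GRCr8 from 138522446 to 138524288. Its log2 value was 7.08 ± 0.27 (SD, n = 8) in NW, 6.87 ± 0.19 (SD, n = 8) in MONW and 6.89 ± 0.15 (SD, n = 9) in MONW-Lep rats. It was lower than in NW by a fold change of -1.16 in MONW (exact permutation p = 0.0821) and -1.14 in MONW-Lep rats (exact permutation p = 0.0808), neither past 0.05 by this test. Of the 20 genes with the largest changes in MONW versus NW, 0 passed an unadjusted p under 0.05 from limma in the same direction in MONW-Lep versus NW. Between MONW-Lep and MONW, 10 of the 20 passed in the opposite direction, 3 of the 10 increased and 7 of the 10 decreased genes, and the other 10 passed in neither comparison. *Rasgrp2*, for example, was lower in MONW-Lep than in MONW rats (fold change -1.3; exact permutation p = 0.0115), by a log2 difference of -0.38 with and -0.24 without MONW replicate 7, while *Gfra2* and *Kcnh5* passed in neither. Of the 19 genes of Supporting Information S2 and S3 measured here, 2 passed in the same direction in MONW-Lep versus NW (*Pklr* and *Opn1sw*) and 9 passed in the opposite direction in MONW-Lep versus MONW. Both sets were chosen on the same MONW arrays, which alone favours the opposite direction against MONW. The counts for groups that do not differ were not computed. A gene that passes in 1 comparison and not in another is not thereby shown to differ between them.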

Interestingly, except for one gene (*Guca2a*, down‐regulated), the rest of these top 20 genes were not affected in the MONW‐Lep group, suggesting a protective effect of leptin. Each gene was manually categorized according to its associated biological process and general function, with a summary of previous research linking them to neurological functions or obesity (Supporting Information S2 and S3 for the up‐ and down‐regulated genes, respectively). 

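*Rasgrp2*, an activator of the small GTPase Rap, had a fold change of 1.33 in MONW versus NW (exact permutation p = 0.0236). *Gopc*, a Golgi protein that sorts membrane proteins, had 1.1 (exact permutation p = 0.0103), and *Bhlhe23*, a transcription factor of neuronal differentiation, had -1.18 (exact permutation p = 0.00715). *Prickle3*, a protein of planar cell polarity, had a fold change of -1.27 (exact permutation p = 0.0267), *Prmt7*, an arginine methyltransferase, -1.14 (exact permutation p = 0.0261) and *Alx1*, a homeobox transcription factor, -1.12 (exact permutation p = 0.0224). *Ccni*, a cyclin, had 1.09 (exact permutation p = 0.131) and did not pass the unadjusted threshold of limma. Of the genes linked to cognitive decline, *Prokr2*, a receptor for prokineticins, had a fold change of 1.24 (exact permutation p = 0.0322) and *Stag3*, a cohesin subunit of meiosis, 1.24 (exact permutation p = 0.108). *Omd*, a proteoglycan of mineralized tissue, had -1.36 (log2 -0.45, standard error 0.21; exact permutation p = 0.0963). Without MONW replicate 7 the log2 difference was 0.28 for *Rasgrp2*, -0.35 for *Omd*, -0.13 for *Prmt7* and 0.30 for *Stag3*, and only *Rasgrp2* of these passed the unadjusted threshold of limma. *Gopc* lay above the 95th percentile of the negative controls on all 25 hippocampus arrays, and *Rasgrp2* and *Bhlhe23* on 0 of 25.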

Several top genes, including *Bhlhe23*, *Cpne5*, *Gopc*, *Rasgrp2*, and *Satb2* (up‐regulated) and *Alx1*, *Ccni*, *Prickle3*, *and Prmt7* (down‐regulated), are involved in neuronal development and function, and others, such as *Cpne5*, *Omd*, *Prokr2*, and *Stag3* (up‐regulated) have been previously associated with cognitive decline and AD. Moreover, *Mrap* (down‐regulated) has been related to obesity. 

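*Mrap* encodes an accessory protein of the receptor for adrenocorticotropic hormone and lies on chromosome 11 of GRCr8 from 43477382 to 43489118. Its log2 value was 4.63 ± 0.23 (SD, n = 8) in MONW and 5.11 ± 0.23 (SD, n = 8) in NW rats, a fold change of -1.39 (exact permutation p = 0.00155), the largest decrease among genes past the threshold. In MONW-Lep rats it was 4.97 ± 0.25 (SD, n = 9), with a log2 difference of -0.14 from NW (exact permutation p = 0.245) and 0.34 from MONW (exact permutation p = 0.013). Its adjusted p from limma over all genes was 0.767 in MONW versus NW. On 0 of the 25 arrays did it lie above the 95th percentile of the negative controls. This cut does not set it apart from the array's background, and it does not show that it lies within it.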

Notably, *Cpne5* and *Olr1082* have been previously associated with both obesity‐related metabolic disorders and cognitive impairment, consistent with the MONW phenotype observed in these animals. 

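*Cpne5*, a calcium-dependent protein that binds membranes, lies on chromosome 20 of GRCr8 from 7208389 to 7290959. Its log2 value was 8.50 ± 0.33 (SD, n = 8) in MONW, 8.11 ± 0.26 (SD, n = 8) in NW and 8.27 ± 0.15 (SD, n = 9) in MONW-Lep rats. The fold change was 1.31 in MONW versus NW (exact permutation p = 0.0159) and 1.12 in MONW-Lep versus NW (exact permutation p = 0.131). Without MONW replicate 7 its log2 difference between MONW and NW was 0.29. *Olr1082*, an olfactory receptor now named *Or7a38c*, lies on chromosome 7 of GRCr8 from 11315267 to 11316220. Its log2 difference was 0.26 in MONW versus NW (standard error 0.12; exact permutation p = 0.0931), -0.01 in MONW-Lep versus NW (exact permutation p = 0.889) and -0.28 in MONW-Lep versus MONW (exact permutation p = 0.0232). Its mean of 3.08 in MONW lies below the 95th percentile of the negative controls on every array, whereas *Cpne5* lay above it on 10 of 25 arrays.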

The top‐regulated genes in MONW‐Lep animals included several with known links to improved cognition, further supporting the beneficial effect of leptin treatment (Table 2), as will be further elaborated in the discussion.

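*Olr664*, an olfactory receptor now named *Or4c107*, was higher in MONW-Lep than in NW rats by a fold change of 1.29 (log2 0.37, standard error 0.08; exact permutation p = 4.11e-05, the smallest they can give). Over all genes its adjusted p from limma was 0.563, the smallest in MONW-Lep versus NW. *Mylpf*, a myosin light chain of fast muscle now named *Myl11*, was 1.34-fold higher (exact permutation p = 0.00609), and *Cabyr*, a calcium-binding protein of sperm, 1.28-fold (exact permutation p = 0.00391). *Slc5a1* had a fold change of -1.39 (exact permutation p = 0.0227) and *Ctsw*, a cysteine protease of cytotoxic lymphocytes, -1.31 (exact permutation p = 0.000617). *Chrna3*, a nicotinic receptor subunit, had -1.29 (exact permutation p = 0.0154), and its value in NW replicate 8 was 7.17 where the other NW arrays reached 5.78. Leaving out this array moved its log2 difference from -0.37 to -0.18 (exact permutation p = 0.046), not past the unadjusted threshold of limma. With all arrays, the 19 genes of Table 2 measured here all passed the unadjusted threshold of limma in MONW-Lep versus NW, 8 higher and 11 lower, and 14 were among the 20 genes with the largest changes. *Vegfd* and *Tmem144*, listed in Table 2 as up-regulated, were among the lower ones. In MONW versus NW, 18 of the 19 had the same sign and 3 passed in the same direction. These genes were chosen on the same NW arrays, which alone favours the same sign, so the count does not show a shared change. What groups that do not differ would give was not computed for these genes. Between MONW-Lep and MONW, 6 passed. Each of the 19 lay above the 95th percentile of the negative controls on 0 of the 25 hippocampus arrays.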

**TABLE 2:** Top 10 up‐ and 10 down‐regulated genes in the hippocampus of young 3.5‐month‐old metabolically obese, normal‐weight rats treated with leptin during lactation (MONW‐Lep) versus normal‐weight (NW) rats.

	Order	Gene symbol	Gene name	Sequence ID	Fold change	*p* value	Function
Up‐regulated	1	*Mylpf*	Myosin light chain, phosphorylatable, fast skeletal muscle	NM_012605.2	+1.34	0.002	Unknown function in the hippocampus
	2	*Olr664*	Olfactory receptor 664	NM_001000347.1	+1.29	0.001	Olfactory function
	3	*Olr363*	Olfactory receptor 363	NM_001000754.1	+1.29	0.004	Olfactory function
	4	*Cabyr*	Calcium binding tyrosine phosphorylation regulated	NM_001143893.2	+1.28	0.005	Calcium ion binding
	5	*Mcm3*	Minichromosome maintenance complex component 3	NM_001191805.2	+1.28	0.004	Cell cycle (replication)
	6	*Vegfd*	Vascular endothelial growth factor D	NM_031761.3	+1.26	0.023	Vascular angiogenesis
	7	*Tmem45b*	Transmembrane protein 45B	NM_001033067.2	+1.26	0.002	Immune response
	8	*Klrb1c*	Killer cell lectin like receptor B1C	NM_001085403.2	+1.26	0.007	Immune response
	9	*Tmem144*	Transmembrane protein 144	NM_001108551.1	+1.25	0.020	Carbohydrate transmembrane transporter activity
	10	*Ikzf3*	IKAROS family zinc finger 3	NM_001107047.1	+1.25	0.003	Immune response
Down‐regulated	1	*Slc5a1/Sglt1*	Solute carrier family 5 member 1	NM_013033.2	−1.39	0.003	Sodium‐glucose cotransport
	2	*Ctsw*	Cathepsin W	NM_001024242.1	−1.31	0.003	Immune response
	3	*Slc15a3*	Solute carrier family 15 member 3	NM_139341.1	−1.31	0.001	Amino acid transport
	4	*Chrna3*	Cholinergic receptor nicotinic alpha 3 subunit	NM_052805.3	−1.29	0.007	Synaptic transmission
	5	*Csap1*	Common salivary protein 1	NM_133622.2	−1.28	0.010	Codes for a salivary protein
	6	*Cdc6*	Cell division cycle 6	NM_001108298.1	−1.28	0.022	Cell cycle (replication)
	7	*Cysrt1*	Cysteine rich tail 1	NM_001109194.1t	−1.27	0.025	Unknown
	8	*Fmo3*	Flavin containing dimethylaniline monoxygenase 3	NM_053433.2	−1.27	0.009	Detoxification (cytochrome P450 pathway)
	9	*Khdc3*	KH domain containing 3, subcortical maternal complex member	NM_001106837.1	−1.27	0.011	Dendrite development
	10	*Olr141*	Olfactory receptor 141	NM_001001274.1	−1.26	0.001	Olfactory function

*Note*: Statistical analysis: limma moderated t‐statistic, *p* value < 0.05). Fold change (FC): MONW group/NW group, “+” indicates up‐regulation and, “−” indicates down‐regulation. Genes are ranked on FC.

### 3.4 Correlation Analysis of Microarray Data With Anthropometric and Circulatory Parameters

Gene expression levels of the top 10 up‐ and 10 down‐regulated hippocampal DEGs in MONW animals correlated with key metabolic traits, including fasting glucose, insulin, HOMA‐IR, and fat depots (Supporting Information S4a). Up‐regulated genes generally showed positive correlations, whereas down‐regulated ones were inversely correlated. These associations were largely absent in the MONW‐Lep group, suggesting that leptin treatment attenuated both gene expression changes and their link to metabolic alterations (Supporting Information S4b).

### 3.5 Validation of Cognitive Biomarkers in PBMC Through Microarray and RT‐qPCR Analyses

PBMC are known to reflect transcriptomic changes occurring in other tissues, including the brain [5, 6]. We compared hippocampal transcriptomic data with a previous microarray performed on PBMC from the same cohort of animals [21], aiming to identify non‐invasive early biomarkers of cognitive decline. 

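PBMC RNA of the same cohort was measured on the same type of array, with 8 NW, 8 MONW and 9 MONW-Lep rats aged 3.5 months. The values are RMA log2 values of the authors as in the hippocampus. Array medians ran from 6.663 to 6.752. The 3 groups were fitted with limma apart from the hippocampus, with the 15049 named transcript clusters and the thresholds used there. The median share of genes above the 95th percentile of the negative controls was 13.1% in NW (9.15% to 20.5%), 15.9% in MONW (10.7% to 21.1%) and 15.5% in MONW-Lep arrays (12.7% to 18.3%). Fewer genes passed this cut than in the hippocampus. *Hpgds*, a prostaglandin D synthase, was 1.96-fold higher in MONW than in NW rats (exact permutation p = 0.0416), *Tgfb3*, a growth factor, 1.45-fold (exact permutation p = 0.000155), and *Slfn4*, a gene of myeloid cells induced by interferon, had a fold change of -1.57 (exact permutation p = 0.00979). Of 452 genes past an unadjusted p under 0.05 in MONW versus NW, 245 were higher and 207 lower, where chance gives 752, and 0 passed an adjusted p under 0.05 from limma. Of 20 gene lists, that of monocytes was lower in MONW rats (0 of 13 genes above 0, adjusted p = 0.00483, and 0.839 with an estimated correlation). The score of platelets was at or below -2.03 on 4 arrays, NW replicate 6, MONW replicate 7 and MONW-Lep replicates 5 and 8, and at or above -0.43 on all others. Without NW replicate 6, 742 genes passed in MONW versus NW. The labels number the animals alike in both tissues, which was used to match the tissues of each animal.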

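*Tas2r119*, a bitter taste receptor, was higher in MONW than in NW rats in both tissues, by a log2 difference of 0.36 in the hippocampus (exact permutation p = 0.000311) and 0.29 in PBMC (exact permutation p = 0.0359). *RGD1559600*, a predicted gene, differed by -0.30 in the hippocampus (exact permutation p = 0.000777) and 0.21 in PBMC (exact permutation p = 0.0693). *Trib1*, a pseudokinase that controls the breakdown of C/EBP factors, differed by 0.42 in the hippocampus (exact permutation p = 0.0336) and -0.35 in PBMC (exact permutation p = 0.121), and without MONW replicate 7 the hippocampal value was 0.30. *Spata3*, a gene of spermatogenesis, differed by -0.18 in the hippocampus (exact permutation p = 0.0643) and 0.21 in PBMC (exact permutation p = 0.0917). *Vom1r75* was not analysed here. Of the 12 tests of 6 genes in the tissues, 2 passed after Benjamini-Hochberg adjustment, *Tas2r119* (0.00373) and *RGD1559600* (0.00466), both in the hippocampus. The study chose these genes on the same arrays, and the adjustment over 12 tests does not cover that choice. Over all genes, *Tas2r119* had an adjusted p of 0.824 from limma in the hippocampus, and 0 genes passed 0.05. Each of the 6 genes lay above the 95th percentile of the negative controls on 0 of 25 arrays in both tissues. By limma at an unadjusted p under 0.05, 8 genes passed in both tissues in the same direction, 6 higher (*Tas2r119*, *Or4f14f*, *Garem2*, *Trhde*, *Sh3bgr* and *Ncbp2*) and 2 lower (*Or4b13b* and *Nppa*), and 7 passed in opposite directions. Independent lists of these lengths would share 6.99 in the same and 6.92 in opposite directions, and regroupings in which no group differed gave 29.1 ± 42.9 in the same direction (SD over 100 regroupings). Across genes, which are not independent replicates, the log2 differences of the tissues had a Pearson correlation of -0.03. Without NW replicate 1 the number of genes in the same direction was 4, and without MONW replicate 8 it was 17. 

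**Figure D2:**
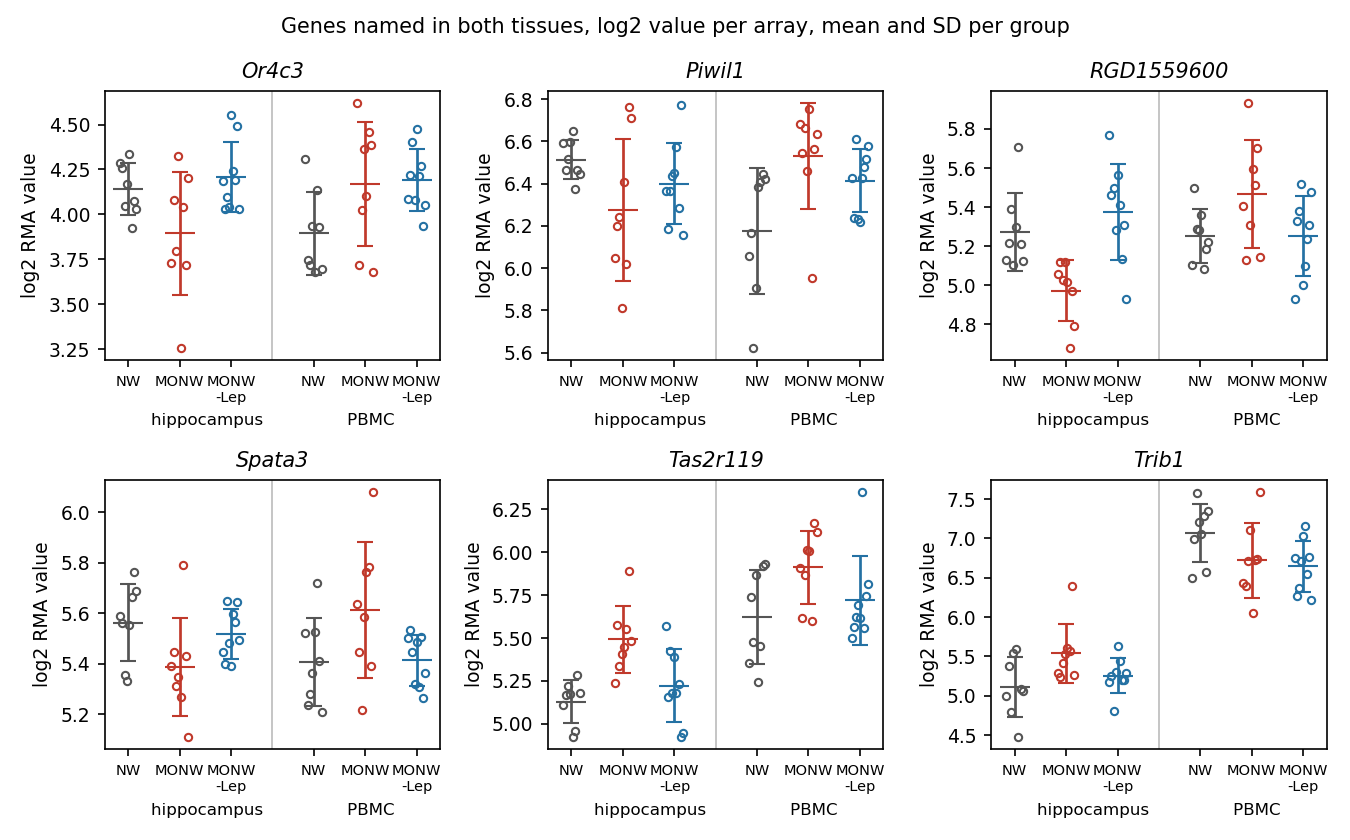
Log2 value of 6 genes in the hippocampus and PBMC of NW, MONW and MONW-Lep rats (points: arrays, 8, 8 and 9 per tissue; lines: mean ± SD). In the hippocampus the MONW mean of *Tas2r119* lies at 5.49 and the NW mean at 5.13, and in PBMC at 5.91 and 5.62.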

Seven genes were found to be commonly regulated in both tissues, with changes in the same direction: two down‐regulated genes (*Olr729* and *Vom1r75*) and five up‐regulated genes (*Piwil1*, *RGD1559600*, *Spata3*, *Tas2r119*, and *Trib1*). 

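*Olr729*, an olfactory receptor now named *Or4c3*, lies on chromosome 3 of GRCr8 from 96498768 to 96499694. Its log2 value in the hippocampus was 3.89 ± 0.34 (SD, n = 8) in MONW and 4.14 ± 0.14 (SD, n = 8) in NW rats (exact permutation p = 0.072). In PBMC it was 4.17 ± 0.35 (SD, n = 8) and 3.89 ± 0.23 (SD, n = 8; exact permutation p = 0.0808). *Tas2r119*, which lies on chromosome 2 of GRCr8 from 84948489 to 84949496, had a higher value than the NW median in 8 of 8 MONW rats in the hippocampus and in 7 of 8 in PBMC. Among the 1052 olfactory receptors, 25 were higher and 25 lower in the hippocampus and 21 higher and 31 lower in PBMC of MONW versus NW rats at an unadjusted p under 0.05 from limma. The list's adjusted p from camera was 0.678 and 0.399. Of 98 vomeronasal receptors, 2 were higher and 4 lower in the hippocampus and 2 higher and 1 lower in PBMC. Of 35 taste receptors, 1 was higher and 2 lower in the hippocampus (*Tas2r119* higher, *Tas2r106* and *Tas2r13* lower) and 2 higher and 0 lower in PBMC (*Tas2r119* and *Tas2r121*). Adjusted over the list alone, *Tas2r119* passed in the hippocampus and 0 sensory receptors passed in PBMC, and over all genes 0 passed by limma. On 0 of the 25 arrays of either tissue did *Or4c3* or *Tas2r119* lie above the 95th percentile of the negative controls.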

Interestingly, three of these genes (*Olr729*, *Tas2r119*, and *Vom1r75*) are involved in sensory functions, which, when altered, are known to be linked to cognitive decline, AD, and obesity [28, 29, 30, 31]. Additionally, *Piwil1*, *Spata3*, and *Trib1* have previously been associated with obesity and its complications [32, 33, 34, 35]. Notably, *Piwil1* has also been linked to cognitive impairment and neurodegeneration, as it encodes a PIWI‐subfamily protein within the Argonaute family, involved in RNA silencing and neuronal function [36]. Specifically, *Piwil1* has been shown to inhibit axon regeneration in rat neurons, and its associated piRNAs have been found to be up‐regulated in brain samples from patients with AD, suggesting a role in neurodegenerative processes [36, 37, 38, 39]. Therefore, we considered *Piwil1* as a particularly relevant gene since it was associated with both metabolic and cognitive dysfunctions and presented altered expressions in both the hippocampus and PBMC of MONW‐like animals.

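*Piwil1*, which encodes a protein of the PIWI family that binds piRNAs, lies on chromosome 12 of GRCr8 from 33585747 to 33606715. In PBMC its log2 value was 6.53 ± 0.25 (SD, n = 8) in MONW, 6.18 ± 0.30 (SD, n = 8) in NW and 6.41 ± 0.15 (SD, n = 9) in MONW-Lep rats. It was 1.28-fold higher in MONW than in NW rats (log2 0.36, standard error 0.12; exact permutation p = 0.0216). In the hippocampus it was 6.27 ± 0.34 (SD, n = 8) in MONW, 6.51 ± 0.09 (SD, n = 8) in NW and 6.40 ± 0.19 (SD, n = 9) in MONW-Lep rats. The difference between MONW and NW there was -0.24 (log2, standard error 0.11; exact permutation p = 0.0723). Adjusted over the 12 tests of the genes named for both tissues, the p values were 0.0862 in PBMC and 0.0964 in the hippocampus. MONW-Lep differed from MONW rats by -0.12 in PBMC (exact permutation p = 0.256) and 0.12 in the hippocampus (exact permutation p = 0.352). MONW-Lep differed from NW rats by 0.24 in PBMC (exact permutation p = 0.0473) and -0.12 in the hippocampus (exact permutation p = 0.146). Of 15 genes of the piRNA pathway, *Piwil1* and *Piwil4* were lower in the hippocampus and *Piwil1* was higher in PBMC at an unadjusted p under 0.05 from limma. The list's adjusted p from camera was 0.678 and 0.913. Across the 25 animals, after removal of group means, *Piwil1* in the hippocampus and in PBMC had a Pearson r of 0.146 (permutation p = 0.484) and a Spearman rho of 0.0123 (permutation p = 0.955), and r was 0.119 without the 2 animals farthest from the median (permutation p = 0.587). Adjusted over the 6 genes tested so, p was 0.917. On 0 of the 25 arrays of either tissue did *Piwil1* lie above the 95th percentile of the negative controls. From its link to metabolic and cognitive dysfunction and its altered expression in both tissues, the paper reasons that *Piwil1* is a particularly relevant gene.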

Thus, we selected *Piwil1* for further validation through RT‐qPCR in the hippocampus (3.5 months) and PBMC (2 and 3.5 months) from all experimental groups. This analysis confirmed its up‐regulation in MONW animals and showed that expression changes were already detectable in PBMC at 2 months. These alterations were mitigated by perinatal leptin supplementation (Figure 4a). Moreover, considering data of the NW and MONW animals, *Piwil1* expression in the hippocampus negatively correlated with T‐maze performance, and its expression in PBMC correlated positively with total and visceral fat content, supporting its potential as an early biomarker of MONW‐related cognitive dysfunction (Figure 4b).

**FIGURE 4:**
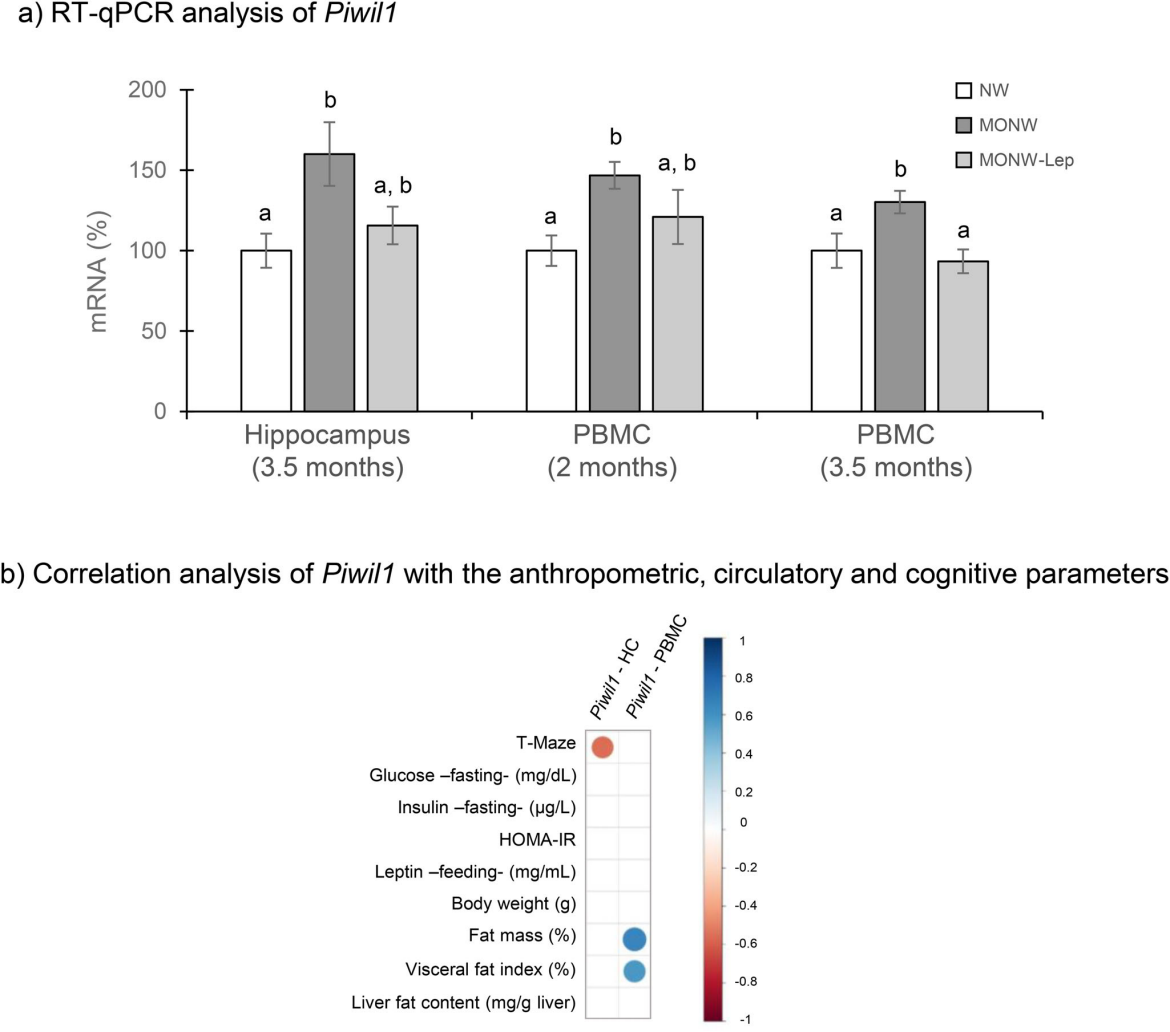
(a) *Piwil1* analyzed by RT‐qPCR in the hippocampus and PBMC of MONW, MONW‐Lep, and NW rats. Data represent means ± SEMs (*n* = 8–10) and are expressed as a percentage of the value of the NW group that was set to 100%. Statistics: values not sharing a common letter (a, b) are significantly different (Kruskal‐Wallis test followed by Dunn post hoc method for pairwise comparisons, *p* < 0.05); no letter indicates no significant differences. (b) Correlation analysis between hippocampal and PBMC gene expression of *Piwil1* (analyzed by RT‐qPCR) and anthropometric and circulatory parameters at 3.5 months of age. The panel shows correlations for MONW and NW animals. Spearman's rank correlation coefficient (rho) was calculated, and only significant correlations (*p* < 0.05) are shown as circles. Circle size and color represent the magnitude and direction of rho values, with positive correlations in blue and negative correlations in red. HC indicates hippocampus.

## 4 Discussion

While the connection between obesity and dementia is well‐established [13], our group was the first in showing that the HFD‐induced MONW phenotype (characterized by increased adiposity and altered insulin sensitivity without overt obesity) can also lead to cognitive impairment both in adult and young rats [5, 6].These findings align with previous studies that highlight the vulnerability of the developing brain to early dietary insults, which can result in long‐term cognitive consequences [2]. Moreover, our previous research showed that PBMC can reflect gene expression changes occurring in the hippocampus, reinforcing their utility as accessible source of biomarkers of brain health [5, 6]. We also demonstrated that leptin supplementation during lactation prevents the cognitive deficits associated with HFD‐induced MONW, offering a potential early‐life intervention strategy [6].

Although our earlier studies focused on candidate genes, in this study, we expanded upon those findings by performing a comprehensive transcriptomic analysis of the hippocampus in young MONW‐like animals with cognitive impairment, as well as in animals that received leptin during lactation and preserved working memory. This allowed us to better characterize the molecular pathways affected by early high‐fat feeding and to investigate how leptin treatment may mitigate these changes.

### 4.1 Transcriptomic Alterations in the Hippocampus of MONW‐Like Animals

The hippocampus is especially sensitive to metabolic changes due to its role in energy balance and memory processes. In fact, our global transcriptomic analysis identified 304 DEGs between the MONW and NW groups, revealing notable alterations in pathways related to synaptic signaling. Pathway analysis of the top‐regulated genes with *Metascape* also highlighted the enrichment of lipid metabolism and inflammatory processes. The enrichment of lipid‐related pathways, including “Positive regulation of lipid transport” and “Lipid storage,” suggests altered lipid homeostasis in the hippocampus due to early HFD exposure. In addition, the up‐regulation of inflammation‐related pathways, such as “Regulation of B cell differentiation” and “Positive regulation of immune response,” points toward a pro‐inflammatory environment. These alterations may contribute to the cognitive deficits observed, as lipid imbalances and neuroinflammation are known to disrupt synaptic function in HFD‐induced obesity models [40]. Additionally, pathways like “Neuron projection” and “Presynaptic membrane” were significantly affected, suggesting impaired synaptic connectivity and plasticity. In this line, most of the top‐up‐regulated genes were involved in the “Regulation of vesicle‐mediated transport”, indicating a potential alteration in neurotransmitter release. The observed transcriptomic changes suggest that the cognitive impairments in the MONW group may be driven by a combination of lipid dysregulation, synaptic alterations, and inflammation.

Closer examination of the top 10 up‐ and 10 down‐regulated genes adds further insight. Many of the down‐regulated genes play critical roles in brain development. This is the case of *Alx1*, the most highly down‐regulated gene, which codes for a transcription factor involved in the development of forebrain mesenchyme in rodents [41]. Other highly down‐regulated genes, *Prmt7*, *Ccni*, and *Prickle3*, also code for proteins with roles involved in neuronal and brain development and function [42, 43, 44]. Therefore, their reduced expression may impact hippocampal structure and cognition. Also, in this line, we observed up‐regulation of *Bhlhe23*, encoding for transcriptional repressor of neuronal differentiation [45]. Other up‐regulated genes like *Gopc*, *Rasgrp2*, and *Satb2*, which support neuronal function, might represent compensatory responses to early‐life metabolic insults. The MONW group also showed down‐regulation of *Itprid1/Ccdc129*, a gene associated with neuroprotection in brain injury models [46], and whose reduction has been linked to microglial activation [47]. Its down‐regulation in our study could therefore be another indicator of neuroinflammation.

Disruption of energy metabolism is increasingly recognized as a contributor to cognitive dysfunction [48]. Proper glucose usage is critical for neuron function, and in fact, dysregulated glucose metabolism contributes to the onset and progression of cognitive impairment [49]. Interestingly, we observed down‐regulation of *Pklr*, encoding a key glycolytic enzyme, suggesting impaired glucose metabolism in the MONW hippocampus. Another down‐regulated gene, *Mrap*, plays a central role in glucocorticoid signaling through the melanocortin 2 receptor and thus, in energy regulation and body weight control [50]. Brain‐specific targeted deletion of *Mrap* homologs induces severe obesity in rodents [51] and its downregulation in adipose tissue of obese mice has been linked to impaired lipolysis and fat accumulation [52]. Given the similarities in gene expression between brain and adipose tissue [53], our results suggest that such adrenocorticotropic resistance may also occur in the hippocampus.

Obesity is considered a risk factor for dementia, sharing common disturbances such as inflammation [54]. Both pathologies also share sensory dysfunction, particularly olfactory deficits [29, 55]. In fact, impaired olfaction has been reported to predict cognitive decline among dementia‐free older adults [56]. Interestingly, we observed decreased expression of *Olr1082*, encoding for an olfactory receptor gene, in MONW‐like animals, which could be a biomarker of brain alteration related to both increased adiposity and dementia. Further connecting both conditions, we observed up‐regulation in *Cpne5* expression, previously associated with both AD and obesity [57], and *Prokr2*, a gene involved in circadian rhythms. *Prokr2* is up‐regulated in models of circadian disruption, which is itself implicated in cognitive decline [58]. Additional up‐regulated genes, such as *Stag3* and *Omd*, have also been linked to AD risk [59, 60]. For example, *Stag3*, which was the top‐upregulated gene in the hippocampus of our MONW‐like animals, has been identified as a susceptibility gene for AD in a genome‐wide association study in humans [59].

### 4.2 Protective Effects of Neonatal Leptin Treatment

We previously demonstrated that leptin intake during lactation prevents metabolic alterations in the MONW phenotype [11], including cognitive impairment [6]. As evidenced in the transcriptomic analysis in the hippocampus of the MONW‐Lep group, many of the alterations observed in the MONW group were mitigated. Specifically, leptin‐treated animals showed a hippocampal gene expression profile closely resembling that of the NW group, as confirmed by heatmap analysis. Only 8% of the up‐regulated and 7% of the down‐regulated DEGs found in MONW versus NW remained altered in MONW‐Lep animals. Among the top 20 regulated genes, only *Guca2a*, involved in signal transduction but with no known brain‐specific function, remained altered, clearly supporting the protective role of perinatal leptin intake.

Leptin's neuroprotective effects may derive from its established role in neurodevelopment, synaptic plasticity, and brain energy regulation [9, 12]. By maintaining synaptic integrity and reducing neuroinflammation, leptin appears to counteract the detrimental cognitive consequences of the MONW phenotype. Supporting this, several gene expression changes in the hippocampus of MONW‐Lep animals have previously been associated with cognitive improvement. For instance, *Slc5a1* (also known as *Sglt1*), the top down‐regulated gene in MONW‐Lep animals, encodes a sodium‐glucose cotransporter whose inhibition protects against cognitive impairment in mice [61, 62]. Additionally, *Vegf*, one of the top up‐regulated genes, encodes vascular endothelial growth factor (VEGF), whose hippocampal overexpression in adult rats increases neurogenesis and improves cognition [63]. These results suggest that leptin may exert its neuroprotective effects partly through modulation of glucose metabolism and vascular remodeling in the brain.

Improved cognitive performance in the MONW‐Lep group may also be linked to their better overall metabolic status. Leptin‐treated animals displayed healthier circulatory parameters, as previously described [11], and the correlations observed between top DEGs and metabolic variables in the MONW group disappeared in the MONW‐Lep group. Leptin treatment prevented hepatic fat accumulation and insulin resistance, enhanced insulin and leptin signaling capacity, reduced orexigenic gene expression in the hypothalamus, and promoted browning of retroperitoneal adipose tissue [11]. All these factors are neuroprotective, since increased adiposity, inflammation and insulin resistance are known to contribute to impaired cognition [13].

### 4.3 PBMC as Accessible Biomarkers for Cognitive Impairment

Early detection of cognitive disorders, including AD, is crucial for effective intervention. However, diagnoses are often made when the condition is already advanced. Given the challenges of obtaining brain samples, the search for accessible sources of blood biomarkers, such as PBMC, has become a priority in preventive medicine. In a previous study from our group [21], a PBMC microarray was performed in the same animal cohort. In that previous study, we reported that top‐regulated genes in PBMC of the MONW‐like animals were related to inflammation, pointing toward peripheral signatures potentially linked to neuroinflammatory responses in the brain.

In the present study, we compared the pathways identified in PBMC with those found in the hippocampus, using the same analytical tool (*ExpressAnalyst*), and found significant overlap. Specifically, “Cell junction,” “Cytoskeleton,” “Axon,” and “Extracellular matrix” pathways were disrupted in both tissues. These findings highlight the capacity of PBMC to reflect hippocampal alterations, underscoring their value as an early and accessible source of biomarkers of cognitive impairment caused by early‐life metabolic challenges, such as HFD intake.

Among the DEGs shared between hippocampus and PBMC, we identified *Trib1* (up‐regulated in the MONW‐like group), encoding a pseudokinase involved in the regulation of acute and chronic inflammation through modulation of inflammatory factors secretion, which is related to the occurrence of inflammation‐related pathologies [34]. However, *Piwil1*, overexpressed in both tissues, emerged as particularly relevant due to its dual association with obesity and cognitive function. This gene encodes a PIWI‐subfamily protein within the Argonaute family, characterized by conserved PAZ (Piwi/Argonaute/Zwille) and PIWI domains, involved in RNA silencing and stem cell self‐renewal [36]. In relation to cognition, PIWI proteins and its associated piRNAs have been shown to function in neurons [37]. A previous study demonstrated that *Piwil1* inhibits axon regeneration, and its knockdown promotes axonal regrowth in cultured adult rat sensory neurons [38]. Notably, the “Axon” pathway was among the commonly altered pathways in both tissues, reinforcing the relevance of *Piwil1*. Moreover, piRNAs linked to *PIWIL1* were found to be up‐regulated in brain samples of patients with AD, suggesting a potential role in neurodegeneration [39].

Beyond its role in neuronal function, *Piwil1* has been implicated in metabolic health. It was identified as a dynamical network biomarker in mice, predicting the onset of metabolic syndrome before clinical symptoms emerged [33]. This aligns with our observations in young MONW rats, which already showed early metabolic disturbances after just 11 weeks of HFD feeding, without overt obesity. Moreover, *Piwil1* was already up‐regulated in PBMC at 2 months of age (after only 5 weeks of HFD), highlighting its potential as a biomarker of early cognitive and metabolic risk. Additionally, the correlation between *Piwil1* expression, working memory performance, and key metabolic parameters, such as increased visceral fat, supports its candidacy as a biomarker for cognitive decline in the MONW phenotype. Notably, *Piwil1* expression remained unaltered in the MONW‐Lep group, both in PBMC and hippocampus, validating its usefulness as an early biomarker of metabolic and cognitive health/disease.

### 4.4 Conclusions and Perspectives

This study provides strong evidence that short‐term, isocaloric HFD exposure during early life induces hippocampal transcriptomic alterations in young MONW‐like rats, leading to cognitive deficits. Our findings offer mechanistic insights into how metabolic challenges during development can impact brain function. Notably, neonatal leptin supplementation during lactation protected against altered gene expression in the hippocampus due to HFD intake, preserving working memory. Additionally, we show that PBMC gene expression, particularly *Piwil1*, reflects hippocampal alterations and can serve as a non‐invasive early biomarker of cognitive health. All in all, these results highlight the critical role of early‐life nutrition for future cognitive function and support the use of transcriptomic biomarkers for early risk assessment and prevention. Considering the rise in chronic and neurodegenerative diseases, such as AD, and the lack of effective treatments, the emphasis should shift toward early and effective prevention strategies. Our findings contribute to the understanding of the relevance of promoting healthy nutritional habits from the earliest stages of life to mitigate long‐term cognitive risks. In this context, the identification of early biomarkers in accessible tissues such as PBMC will help identify at‐risk individuals to establish proper preventive strategies. Finally, it is important to remark that our study exclusively involved male animals to avoid hormonal fluctuations from the menstrual cycle in females. Future studies should explore potential sex differences.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File 1**: mnfr70262‐sup‐0001‐SuppMat.pdf.

**Supporting File 2**: mnfr70262‐sup‐0002‐SuppMat.pdf.

**Supporting File 3**: mnfr70262‐sup‐0003‐SuppMat.pdf.

**Supporting File 4**: mnfr70262‐sup‐0004‐SuppMat.pdf.

## Data Availability

The gene expression datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository, Series accession number “GSE264559.” The additional data generated in the study will be available from the corresponding author upon reasonable request. All authors confirm their willingness to share the IACUC‐approved protocol.

# Supplementary material for: Altered Hippocampal Transcriptomic Profile Reveals Cognitive Impairment in Young Metabolically Obese, Normal‐Weight Rats, Prevented by Perinatal Leptin Intake
**Source:** Mol Nutr Food Res. 2025 Sep 13;69(22):e70262. doi: 10.1002/mnfr.70262
**Supplement:** Supplementary file 1 — Supporting File 1: mnfr70262‐sup‐0001‐SuppMat.pdf.

Article title: Altered Hippocampal Transcriptomic Profile Reveals Cognitive Impairment in Young Metabolically Obese, Normal-Weight Rats, Prevented by Perinatal Leptin Intake

Authors' names: Carmen García-Ruano, Andrea Costa, Andreu Palou, Paula Oliver

Supporting information 1: Nucleotide sequences of primers used for RT-qPCR amplification, and amplicon size.

Gene	Fordward Primer (5'-3')	Revese Primer (5'-3')	Amplicon Size (bp)
<i>Piwi1</i>	ACAACCCAAGACTGACCGTG	ACACTCCCACTTCTCACTGC	175
**Constitutive gene**			
<i>Rplp0</i>	GCAGCATCTACAGCCCAGAG	CCTTGACCTTTTCAGCCAGT	213

# Supplementary material for: Altered Hippocampal Transcriptomic Profile Reveals Cognitive Impairment in Young Metabolically Obese, Normal‐Weight Rats, Prevented by Perinatal Leptin Intake
**Source:** Mol Nutr Food Res. 2025 Sep 13;69(22):e70262. doi: 10.1002/mnfr.70262
**Supplement:** Supplementary file 2 — Supporting File 2: mnfr70262‐sup‐0002‐SuppMat.pdf.

Article title: Altered Hippocampal Transcriptomic Profile Reveals Cognitive Impairment in Young Metabolically Obese, Normal-Weight Rats, Prevented by Perinatal Leptin Intake

Authors' names: Carmen García-Ruano, Andrea Costa, Andreu Palou, Paula Oliver

Supporting information 2: Top 10 up-regulated genes in hippocampus of young 3.5-month-old metabolically obese, normal-weight (MONW) vs normal-weight (NW) rats.

Order	Gene symbol	Gene name	Sequence ID	Fold change	P value	Biological process	Function	Description	DOI
1	<i>Stag3</i>	Stromal antigen 3	NM_053730.1	+1.42	0.021	Cell cycle	Cell division	Linked to AD susceptibility	DOI:10.1038/s41380-018-0112-7 ; DOI:10.1186/s13073-021-00959-y
2	<i>Upk1a</i>	Uroplakin 1A	NM_001108911.2	+1.36	0.017	Signal transduction	Transmembrane receptor	Involved in cell development, activation, growth and motility	
3	<i>Gopc</i>	Golgi associated PDZ and coiled-coil motif containing	NM_001393720.1	+1.36	0.018	Intracellular trafficking	Protein transport	Implicated in the targeting of subcellular sorting of neuronal proteins	DOI:10.1007/s12035-021-02504-9
4	<i>Omd</i>	Osteomodulin	NM_031817.2	+1.34	0.018	Cell adhesion	Extracellular matrix remodeling	Plasma levels of the encoded protein are predictors of cognitive decline	DOI:10.1371/journal.pmed.1002931
5	<i>Prokr2</i>	Prokineticin receptor 2	NM_138978.2	+1.34	0.026	Signal transduction	G-protein-coupled receptor	Essential for the regulation of the circadian rhythm of behavior. Neuronal damage indicator (when up-regulated)	DOI:10.1021/acschemneuro.1c00238
6	<i>Rasgrp2</i>	RAS guanyl releasing protein 2	NM_001082977.2	+1.33	0.001	Signal transduction	Activation of GTPase activity	It contributes to signaling that regulates neuronal functions	DOI:10.1016/j.neuint.2022.105438
7	<i>Cpne5</i>	Copine 5	NM_001107616.2	+1.31	0.001	Signal transduction	Calcium-dependent lipid-binding protein	Suggested to play an important role in the development of the central nervous system. Genetic variants in the gene are related to AD and obesity	DOI:10.1016/j.bra.inres.2008.05.051<br>DOI:10.1016/j.jpsychires.2015.09.008
8	<i>Opn1sw</i>	Opsin 1, short wave sensitive	NM_031015.2	+1.30	0.008	Signal transduction	G-protein coupled receptor	Predicted to be involved in G-protein photoreceptor activity	DOI:10.1016/j.visres.2010.12.017
9	<i>Satb2</i>	SATB Homeobox 2	NM_001109306.1	+1.30	0.043	Gene expression regulation	Transcriptional factor	Regulation of cognition-related genes. Involved in long-term plasticity processes in the adult forebrain	DOI:10.7554/eLife.17361 ; DOI:10.15252/emboj.2019103701
10	<i>Bhlhe23</i>	Basic helix-loop-helix family, member e23	NM_001109211.1	+1.29	0.006	Gene expression regulation	Transcriptional repressor	Repressor of neuronal differentiation	DOI:10.1016/j.neuron.2011.09.035

Top 10 up-regulated genes differentially expressed in the MONW vs the NW group (Limma moderated t-statistic, p-value <0.05). 

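*Upk1a*, a protein of the bladder lining, had a fold change of 1.19 in MONW versus NW (exact permutation p = 0.0042). *Opn1sw*, a photopigment of cones, had -1.2 (exact permutation p = 0.00606). Of the 9 genes of this table measured here, 9 passed an unadjusted p under 0.05 from limma, and 3 were among the 10 genes with the largest increases or the 10 with the largest decreases. However, 3 of the 9 (*Omd*, *Opn1sw* and *Bhlhe23*) passed in the direction opposite to the table's. On arrays, fold changes of genes near the level of the negative controls are compressed toward 1. This bears on the size of a change and not on its sign, and it holds alike for the printed folds of these arrays.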

Fold change (FC): MONW group/NW group, “+” indicates up-regulation. Genes are ranked on FC. Abbreviation: AD for Alzheimer's disease.

# Supplementary material for: Altered Hippocampal Transcriptomic Profile Reveals Cognitive Impairment in Young Metabolically Obese, Normal‐Weight Rats, Prevented by Perinatal Leptin Intake
**Source:** Mol Nutr Food Res. 2025 Sep 13;69(22):e70262. doi: 10.1002/mnfr.70262
**Supplement:** Supplementary file 3 — Supporting File 3: mnfr70262‐sup‐0003‐SuppMat.pdf.

Article title: Altered Hippocampal Transcriptomic Profile Reveals Cognitive Impairment in Young Metabolically Obese, Normal-Weight Rats, Prevented by Perinatal Leptin Intake

Authors' names: Carmen García-Ruano, Andrea Costa, Andreu Palou, Paula Oliver

Supporting information 3: Top 10 down-regulated genes in the hippocampus of young 3.5-month-old metabolically obese, normal-weight (MONW) vs normal-weight (NW) rats.

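*Itprid1*, a protein with a domain that binds inositol trisphosphate receptors, had a fold change of -1.28 in MONW versus NW (exact permutation p = 0.0193). *Elapor2*, a protein of endosomes and lysosomes, had 1.23 (log2 0.30, standard error 0.09; exact permutation p = 0.00482), and 0.25 on the log2 scale without MONW replicate 7, whose value of 8.98 lay apart from the other MONW arrays (8.42 to 8.61). Of the 10 genes of this table measured here, 9 passed an unadjusted p under 0.05 from limma in MONW versus NW, and 3 were among the 20 genes with the largest changes. However, 3 of the 10 had the sign opposite to the table's: *Olr1082* and *Elapor2*, which passed, and *Ccni*, which did not.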

Order	Gene symbol	Gene name	Sequence ID	Fold change	P value	Biological process	Function	Description	DOI
1	<i>Alx1</i>	ALX homeobox 1	NM_012921.1	-1.45	0.044	Gene expression regulation	Transcriptional factor	Development of forebrain mesenchyme in rodents	DOI: 10.3389/fcell.2022.777887
2	<i>Olr1082</i>	Olfactory receptor 1082	NM_173335.2	-1.41	0.038	Signal transduction	G-protein-coupled receptor	Involved in sensory perception of smell. Alteration of olfactory receptor's expression is linked to AD and obesity	DOI: 10.2147/NDT.S104886 ; DOI: 10.3390/metabo14010016
3	<i>Mrap</i>	Melanocortin 2 receptor accessory protein	NM_001135834.1	-1.39	0.000	Signal transduction	Melanocortin receptor	Involved in energy and body weight control. Its deletion in the brain is related to severe obesity in rodents	DOI: 10.1126/science.1233000
4	<i>Prmt7</i>	Protein arginine methyltransferase 7	NM_001014153.1	-1.38	0.017	Gene expression regulation	Methylation	Involved in stem cells and neuronal development. Its deficiency is linked to impairment of social behaviors in humans	DOI: 10.1155/2021/6241600 ; DOI: 10.1038/s12276-020-0417-x
5	<i>Pklr</i>	Pyruvate kinase L/R	NM_012624.3	-1.35	0.009	Glucose metabolism	Glycolysis	Codes for a key regulatory enzyme in the glycolytic pathways. Decreased glycolytic capacity is linked to AD	DOI: 10.3389/fncel.2021.774569 ; DOI: 10.3389/fnins.2020.530219
6	<i>Ccni</i>	Cyclin I	NM_001105998.1	-1.35	0.041	Cell cycle	Cyclin-dependent kinase regulation	Codes for an activator of CDK5, playing a key role in brain development and cognition	DOI: 10.1242/jcs.147553
7	<i>Elapor2</i>	Endosome-lysosome associated apoptosis and autophagy regulator family member 2	NM_001109345.1	-1.35	0.009	Apoptosis	Lysosome-mediated autophagy	Regulator of apoptosis and autophagy through the lysosomal pathway, relevant processes for brain health	DOI: 10.3389/fncel.2020.00039
8	<i>Guca2a</i>	Guanylate cyclase activator 2A	NM_013118.1	-1.30	0.022	Signal transduction	cGMP signaling	Positive regulation of guanylate cyclase activity. No function described in the brain	
9	<i>Itprid1/Ccdc129</i>	ITPR interacting domain containing 1	NM_001191973.1	-1.28	0.002	Signal transduction		Predicted to enable signaling receptor binding activity. Downregulated in a model of activated microglia	DOI: 10.3390/cells12182213
10	<i>Prickle3</i>	Prickle planar cell polarity protein 3	NM_001014110.1	-1.27	0.002	Signal transduction	Planar cell polarity pathway	Involved in regulation of cellular polarity and neural tube formation	DOI: 10.7554/eLife.37881

Top 10 down-regulated genes differentially expressed in the MONW vs the NW group (Limma moderated t-statistic, p-value <0.05). Fold change (FC): MONW group/NW group, “-” indicates down-regulation. Genes are ranked on FC. Abbreviation: AD for Alzheimer's disease.

# Supplementary material for: Altered Hippocampal Transcriptomic Profile Reveals Cognitive Impairment in Young Metabolically Obese, Normal‐Weight Rats, Prevented by Perinatal Leptin Intake
**Source:** Mol Nutr Food Res. 2025 Sep 13;69(22):e70262. doi: 10.1002/mnfr.70262
**Supplement:** Supplementary file 4 — Supporting File 4: mnfr70262‐sup‐0004‐SuppMat.pdf.

Article title: Altered Hippocampal Transcriptomic Profile Reveals Cognitive Impairment in Young Metabolically Obese, Normal-Weight Rats, Prevented by Perinatal Leptin Intake

Authors' names: Carmen García-Ruano, Andrea Costa, Andreu Palou, Paula Oliver

Supporting information 4:

a) NW and MONW animals

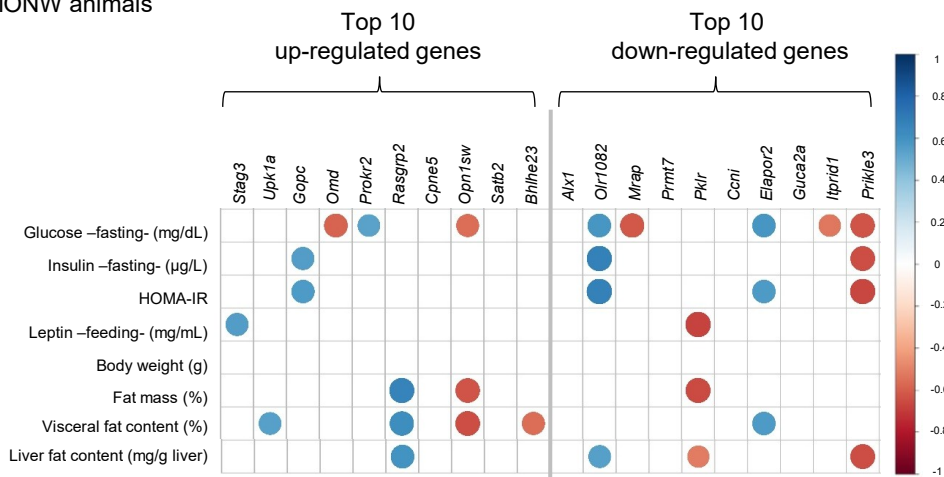

b) NW and MONW-Lep animals

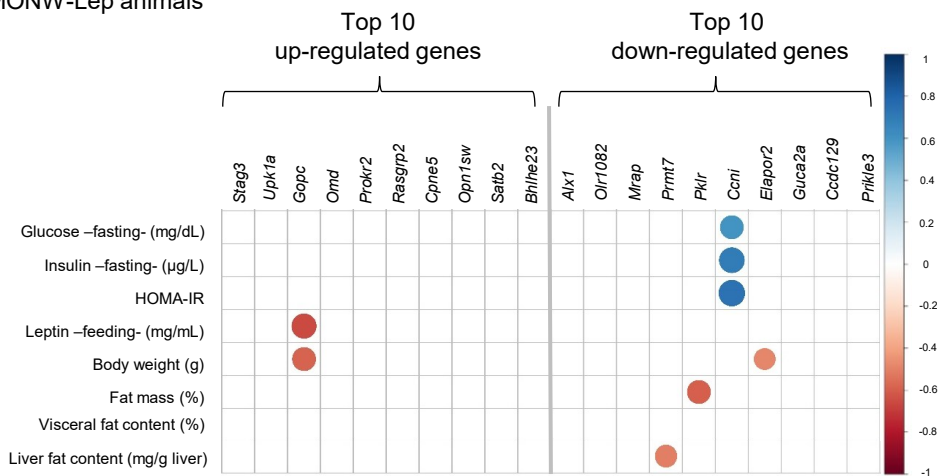

Correlation analysis between hippocampal gene expression of the top 10 up- and 10 down-regulated genes and anthropometric and circulatory parameters at 3.5 months of age. Panels show correlations for (A) young metabolically obese, normal-weight (MONW) and normal-weight (NW) animals, and (B) young metabolically obese, normal-weight with leptin supplementation (MONW-Lep) and normal-weight (NW) animals. Spearman's rank correlation coefficient (ρ) was calculated, and only significant correlations ($p < 0.05$) are shown as circles. Circle size and color represent the magnitude and direction of ρ values, with positive correlations in blue and negative correlations in red.

How the deposited data were processed for this re-analysis (not part of the article)

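Gene expression was measured in the hippocampus and in PBMC of 25 rats aged 3.5 months (8 NW, 8 MONW and 9 MONW-Lep) with 1 Affymetrix Rat Clariom S array per animal and tissue, 50 arrays in all. NW rats ate a diet with 10% of calories from fat, and MONW and MONW-Lep rats a diet with 60% of calories from fat for 11 weeks. MONW-Lep rats received oral leptin on days 1 to 20 of life. The arrays were assigned to groups from the submitters' labels, which call the groups control, high-fat and leptin, and every array could be assigned.

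The authors' values are log2 values per transcript cluster made with RMA, which subtracts the background, quantile-normalizes the arrays and summarizes the probes. The submitters' processing notes name R 4.0.4 and limma as well. The version of the array annotation behind RMA is not given in the sources used here. The values were checked for their range and were near equal in their quartiles between arrays. No pair of arrays held identical values (0 of 300 pairs in each tissue). The values were not normalized again in the reported results. Quantile normalization removes any change shared by all genes, and a summary per transcript cluster does not tell isoforms apart.

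Of 24871 measured clusters, 1683 are controls. Of the other 23188, the 15049 with exactly 1 gene symbol in the annotation used here were tested, and 8139 without a symbol in it were tested only in an alternative. Current symbols and positions are those of RefSeq genes on GRCr8, found by gene identifier. Symbols that differ from the article's (*Or4c3* for *Olr729*, *Or7a38c* for *Olr1082*, *Or4c107* for *Olr664*, *Or5b3* for *Olr363*, *Or51k1* for *Olr141*, *Myl11* for *Mylpf*) denote the same gene. Where a symbol had more than 1 cluster, the gene lists used the cluster with the highest mean.

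Each tissue was fitted on its own with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 coefficient per group, no covariates). MONW was compared with NW, MONW-Lep with NW and MONW-Lep with MONW. The threshold was an unadjusted p under 0.05, as in the article, with the count at a Benjamini-Hochberg adjusted p under 0.05 beside it. Single genes were tested with exact permutation tests over all regroupings of the arrays (12870 for 8 against 8 and 24310 for 9 against 8), two-sided. Gene lists, 39 in the hippocampus and 20 in PBMC, were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and adjusted over the lists of each comparison. Their members came from general knowledge and from terms of Figures 2 and 3. Fold changes are 2 raised to the difference of the group means of log2 values, and the inverse with a minus sign where the group named before is lower.

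The genes named in the text were fixed by a rule: every gene the study names from its arrays, the 10 largest and 10 smallest log2 differences among genes past the threshold in each comparison, genes at an adjusted p under 0.05 (there were 0 by limma, against 463 at an unadjusted p under 0.05 in the hippocampus of MONW versus NW), and the 4 members of each list with the smallest p. The published values of the genes the study names had been seen. Outside this rule, *Or4f14f*, *Garem2*, *Sh3bgr*, *Ncbp2*, *Or4b13b* and *Nppa* were named for passing in both tissues after their values were seen. The samples, the fits and thresholds, the gene lists with their test, the named-gene rule, the exact test of *Piwil1*, the shares and the position with their simulated comparison, the splits and the alternatives were fixed before the data were examined. Not in that plan, and added later, were the exact tests of the other genes and their adjustment over 12 tests, the test of the difference between the tissues, the Wilson intervals, the division of the NW arrays between comparisons, the simulation for the genes shared by both tissues, the comparison with negative control probes, the splits for lists, shares and position, and the count of genes with a correlation above 0.7.

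The share of MONW genes kept in MONW-Lep is given with a Wilson interval, which treats genes as independent and so understates the uncertainty. It was set beside the share of independent lists, beside 100 regroupings of the arrays' residuals in which no group differs and beside fits in which the NW arrays were divided between the comparisons. The position of MONW-Lep between NW and MONW is the median over 200 genes of the ratio of their differences from NW. A planned index with genes chosen on 4 NW and 4 MONW arrays was computed and is not given, since the difference between MONW and NW it divides by was near 0 in the remaining arrays. Tissues of the same animal were matched by the numbers in the labels, and correlations over animals were computed after removal of group means, with 100000 permutations and 1000 re-matchings. Other splits of the arrays into groups of the same sizes were drawn 100 times with a fixed seed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

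Data were simulated with 100 genes changed by 0.50 and 100 by 1 on the log2 scale, with noise drawn independently for each gene. At an adjusted p under 0.05, limma called 80% and 99% of them in the hippocampus, and 64% and 97% in PBMC. Smaller changes were not simulated, such as 0.22, the median size past the unadjusted threshold in the hippocampus of MONW versus NW. For arrays, the signal over the background limits what can be seen. A set of 136 genes was compared with the negative controls (1153 probes). It held the study's genes measured here, those with the largest changes in each comparison and those passing in both tissues in the same direction. Genes named only as members of a gene list, such as *Cldn5* and *Opalin*, were not in it. Of the 136, 11 lay above the 95th percentile of the negative controls on every hippocampus array and 103 on 0 of the 25, and in PBMC 6 and 116. The number of animals limits the precision of each difference.

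The alternatives were a fit of the compared groups alone, eBayes with trend and robust, array quality weights, a repeated quantile normalization within the tissue, arrays centred on their medians, a filter on transcript clusters below the median level, all transcript clusters, the replicate number as a block, leaving out each array, thresholds on the fold change and on p, and for the gene lists the estimated correlation. A fit of both tissues together, the lists without MONW replicate 7 of the hippocampus and the genes without an array that stood apart in them were added after the data were seen. *Vom1r75* was not analysed here. RT-qPCR, behavioural and metabolic measurements, and the pathway sets of the article's enrichment tools, were not used here.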

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

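The tests of striatal tissue, of feeding and of a background at the striatal genes' level as explanations for MONW replicate 7 were chosen only after the result was seen. The test of the difference between the tissues was not part of the plan set before the data were examined. A value of 1 array was taken as standing apart when its distance to the nearest array of its group was large against the range of the group (Dixon's test), which chance gives in about 1 in 20 groups. There were 10 such values in 150 groups of genes (7.5 by chance), 16 in 177 groups of list scores (8.8 by chance) and 5 in 24 groups of array measures (1.2 by chance).

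MONW replicate 7 of the hippocampus stood apart in 7 of the 16 list scores: striatum (2.18, nearest other MONW array -0.01), thalamus (0.84 against 0.14), oligodendrocytes and myelin (0.74 against 0.28), immediate early genes (0.58 against 0.12), dendrite and postsynapse (-0.35 against -0.09), dentate gyrus granule cells (-0.80 against -0.16) and CA1 and CA3 pyramidal cells (-0.78 against -0.06). Feeding as the cause of the striatal rise is contradicted by the other 7 MONW arrays, whose mean striatum score lay 0.00866 above that of NW. The 7589 other genes of the same level had a median difference of 0.0214 (SD 0.342) in this array, against 1.21 or more for each of the 7 genes of the striatum score. Quantile normalization holds such a median near 0, so it cannot tell whether the background was higher. The striatal genes rose beyond other genes of their level, which argues only against a background that acts alike on genes of that level. Striatal tissue in the sample is a candidate explanation that stays open. Of a list of 10 further striatal genes, of which *Tac1* had been seen to lead this array, 9 were highest in it of 25 arrays. These 10 lay 0.357 (*Serpina9*) to 1.9 (*Tac1*) above the mean of the others on the log2 scale. Among the 7 genes of the score by which the array stood apart, *Drd1* (3.09), *Penk* (3.06) and *Drd2* (2.92) lay furthest above the mean of the others (5.59, 7.70 and 5.72 on the log2 scale). A higher background of the array as a further feature stays open too, since 1 of 2 array measures, the median negative control (5.45, others 5.08 to 5.41), lay outside the range of the other arrays, while the median log2 value (6.898) did not (6.873 to 6.903). Quantile normalization holds the median log2 value nearly alike on every array, so that measure cannot decide this. No other biological explanation was tested.

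The same array had a median correlation with the other arrays of 0.978, where the other MONW arrays had 0.988 to 0.991. It also stood apart in *Rasgrp2* (6.93 against at most 6.15), *Elapor2* (8.98 against at most 8.61) and *Trib1* (6.40 against at most 5.61).

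In NW rats, *Mcm3* was 5.75 in replicate 5 (others 4.61 to 5.01), *Slc15a3* 5.13 in replicate 7 (5.61 to 5.91) and *Chrna3* 7.17 in replicate 8 (5.50 to 5.78), all in the hippocampus. The thalamus score of NW replicate 8 was 0.72 (others up to 0.09) and the median negative control of NW replicate 5 was 5.11 (others 5.34 to 5.41). *Prickle3* was 6.80 in MONW replicate 3 (others 5.98 to 6.35). In hippocampi of MONW-Lep rats, *Or5b3* was 4.03 in replicate 1 (4.54 to 4.96), the monocyte score -0.16 in replicate 7 (-0.002 to 0.154), the neutrophil score -0.19 in replicate 2 (-0.04 to 0.09), the score of olfactory receptors 0.0926 in replicate 5 (-0.0516 to 0.00475) and the median negative control 5.08 in replicate 8 (5.26 to 5.41).

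In PBMC, the platelet score was -2.26 in NW replicate 6 (others -0.43 to 1.04) and -2.03 in MONW replicate 7 (0.16 to 1.17), while MONW-Lep replicates 5 and 8 were as low. The score of NK cells was -0.47 in NW replicate 4 (-0.04 to 0.26), that of neutrophils 0.47 in NW replicate 1 (-0.19 to 0.03) and that of glucocorticoid response -0.30 in MONW replicate 2 (-0.06 to 0.13). *Piwil1* was 5.96 in MONW replicate 6 (6.46 to 6.75) and *Tas2r119* 6.35 in MONW-Lep replicate 6 (5.50 to 5.82). MONW replicate 7 had a median correlation of 0.978 with the other PBMC arrays (0.983 to 0.985), and the median log2 value of MONW-Lep replicate 6 was 6.66 (6.71 to 6.75).

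The MONW minus NW difference was compared between the tissues for 6 genes by exact permutation tests, two-sided. For 4 of them it was below 0 in the hippocampus and above 0 in PBMC, and for 1 the reverse. The study named these genes for passing in both tissues on the same arrays. Where the signs are then opposite, a large difference between the tissues is nearly fixed in advance. The adjustment over 6 genes does not cover their choice from all genes. The hippocampal minus the PBMC difference was -0.594 for *Piwil1* (adjusted p = 0.013), -0.514 for *RGD1559600* (0.013), -0.381 for *Spata3* (0.0276), -0.523 for *Or4c3* (0.036) and 0.774 for *Trib1* (0.036) on the log2 scale. For *Tas2r119* it was 0.07 (adjusted p = 0.525). Each of these 6 genes lay above the 95th percentile of the negative controls on 0 of 25 arrays in both tissues. This cut does not set them apart from the background, and it does not show that they lie within it.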

How the results depend on the processing

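The fit of both tissues together, the gene lists without MONW replicate 7 and the genes without an array that stood apart in them were chosen only after the results were seen. Across 9 ways of fitting the named genes, 0 of up to 147 results reversed. Those that lost the threshold numbered 15 with the compared groups alone, 13 with the replicate block (1 gained it), 12 with array weights, 12 with trend and robust, 9 with both tissues in 1 fit (3 gained it), 5 with repeated quantile normalization and 0 with median-centred arrays or all transcript clusters. *Piwil1* kept its sign in each fit that tests it. Only array weights, repeated quantile normalization, median-centred arrays and, for comparisons with MONW-Lep, the replicate block can change a difference of group means. In the other fits no sign could reverse. Of 20 results of genes in which 1 array stood apart, 1 reversed without that array, 1 lost the threshold and 1 gained it. Unless the text says otherwise, the cause was not tested.

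Counts are given for the hippocampus (MONW versus NW, MONW-Lep versus NW, MONW-Lep versus MONW) and then PBMC in the same order. Without the clusters below the median level they were 211, 121, 207, 170, 367 and 129, the share of higher genes kept 7.89% and the shared genes 0, with fewer genes tested. With all transcript clusters, more than in the reported tests, they were 755, 575, 741, 758, 1123 and 614. With both tissues in 1 fit they were 284, 211, 298, 726, 1097 and 552. At a fold change of at least 1.2 they were 115, 63, 85, 220, 320 and 153, the share of lower genes kept 5.56% and the shared genes 1. At p under 0.01 they were 92, 57, 74, 69, 137 and 61, the shares 16.3% and 4.08% and the shared genes 0. At an adjusted p under 0.05 from limma they were 0, 0, 0, 0, 0 and 0. The shared genes were 5 with trend and robust, and the share of higher genes kept was 17.3% with array weights.

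With the replicate number as a block, counts were 540, 376, 562, 523, 744 and 405, the shares 14% and 15.2%, the position 43.6%, the shared genes 9, *Piwil1* -0.24 and 0.36, and 24 gene lists passed, against 21 without it. With an estimated correlation 0 lists passed at an adjusted p from camera, and without MONW replicate 7 of the hippocampus 8 of the 16 hippocampal list results did.

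Leaving out 1 array at a time, the hippocampal counts ran from 414 (without NW replicate 1) to 715 (without MONW replicate 8), 321 to 405 and 416 to 653, and those of PBMC from 372 to 742 (without NW replicate 6), 527 to 1131 (without NW replicate 6) and 343 to 487. Shared genes ran from 4 (without NW replicate 1) to 17 (without MONW replicate 8), and were 13 without NW replicate 8 or MONW replicate 2. The share of higher genes kept ran from 8.21% to 17.1% (without NW replicate 7), that of lower genes from 11.4% (without MONW-Lep replicate 8) to 21.5% (without NW replicate 2), and the position from 36.1% to 48.9%. *Piwil1* ran from -0.31 (without MONW replicate 7) to -0.17 (without MONW replicate 4) in the hippocampus, where 7 of 16 fits lost the threshold of limma, and from 0.28 to 0.44 in PBMC.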

Differences from the paper's values

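The fit of both tissues together, and the tolerances of 0.002 on p and 0.01 on folds, were chosen only after the values were seen. Counts are at the paper's stated threshold, an unadjusted p under 0.05 from limma, unless another threshold is named, and the paper does not say which arrays shared a fit.

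In MONW versus NW the paper's count of hippocampal genes is 304, and 463 were found here. Of the alternatives set before the data were examined, the counts came within 1.5 times of the paper's with the compared groups alone (403), trend and robust (444), without clusters below the median level (211), at a fold change of at least 1.1 (432) and without NW replicate 1 (414), 3 (426), 5 (455) or 7 (444). They did not with array weights, repeated quantile normalization, median-centred arrays, all clusters, the replicate block, a fold change of at least 1.2, p under 0.01, an adjusted p, or without any other array. In MONW-Lep versus NW the paper's count is 234, and 352 were found here. It came within 1.5 times with trend and robust (323), a fold change of at least 1.1 (327) and without NW replicate 1 (325), 3 (334) or 4 (336) or MONW-Lep replicate 3 (348), 6 (321) or 10 (321), and with no other of these alternatives. The fit of both tissues together, chosen after seeing the values, gave 284 and 211. It drops 0 of the 38 genes that the paper's tables call and that were measured here, whereas the reported fit drops 1 (*Ccni*). Of the printed p values of these 38 genes, 37 lie within 0.002 of those of that fit and 13 within 0.002 of those of the reported fit.

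The paper's share of decreased MONW genes that stayed altered in MONW-Lep is 7%, and 15.6% was found here. It came within 1.5 times at a fold change of at least 1.2 (5.56%), and with no other alternative, the fit of both tissues included (11.7%).

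Of 38 fold changes in the paper's tables, 20 lay within 0.01 of those found here and 17 differed by more than the standard error or in sign. In Supporting Information S2 these were, the paper's value given before that found here, *Stag3* 1.42 (the paper's) and 1.24, *Upk1a* 1.36 (the paper's) and 1.19, *Gopc* 1.36 (the paper's) and 1.1, *Omd* 1.34 (the paper's) and -1.36, *Opn1sw* 1.3 (the paper's) and -1.2 and *Bhlhe23* 1.29 (the paper's) and -1.18. In S3 they were *Alx1* -1.45 (the paper's) and -1.12, *Olr1082* -1.41 (the paper's) and 1.2, *Prmt7* -1.38 (the paper's) and -1.14, *Pklr* -1.35 (the paper's) and -1.22, *Ccni* -1.35 (the paper's) and 1.09, *Elapor2* -1.35 (the paper's) and 1.23 and *Guca2a* -1.3 (the paper's) and -1.16. In Table 2 they were *Vegfd* 1.26 (the paper's) and -1.13, *Tmem144* 1.25 (the paper's) and -1.17, *Cdc6* -1.28 (the paper's) and -1.16 and *Cysrt1* -1.27 (the paper's) and -1.16. Of the 17, 8 had the opposite sign. These folds differed under each of the 9 other fits that keeps the gene, except that of *Pklr* with array weights (-1.26), and were not compared when leaving out single arrays. Of these fits, only array weights, repeated quantile normalization, median-centred arrays and, in Table 2, the replicate block can change a difference of group means. Without clusters below the median level, 9 of the 38 genes remained, and 7 differed.

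The paper's 7 genes shared by both tissues in the same direction compare with 8 found here, and 7 were found without NW replicate 3 or 4 or MONW replicate 3 or 4. These are counts of different genes: of the paper's genes measured here, only *Tas2r119* was among the 8. Independent lists would share 6.99 in the same direction. The paper lists *Piwil1*, *RGD1559600* and *Spata3* as increased in both tissues, and their hippocampal log2 differences here were -0.24, -0.30 and -0.18, with increases in PBMC of 0.36, 0.21 and 0.21. For *Piwil1* the paper also reports higher values in MONW rats by RT-qPCR in both tissues, a measurement not used here. On the arrays, *Piwil1* lay above the 95th percentile of the negative controls on 0 of 25 in either tissue. It lists *Trib1* as increased in both, which was 0.42 in the hippocampus and -0.35 in PBMC here, and *Olr729* (*Or4c3*) as decreased in both, which was -0.25 in the hippocampus and 0.28 in PBMC. *Tas2r119* was increased in both tissues in the paper and here. The paper lists *Guca2a* as the 1 gene of its top 20 also altered in MONW-Lep rats, where it did not pass the threshold here, while *Pklr* and *Opn1sw* did.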

Other observations

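The 3 tests of the printed fold changes, and the count and choice of the 12 genes that follow the animal, were made only after the results were seen. The splits for gene lists, shares and the position were not part of the plan set before the data were examined.

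The article does not report PBMC of MONW-Lep rats on the arrays. Against NW rats, monocyte genes were lower in MONW-Lep rats (0 of 13 genes above 0, adjusted p = 6.56e-06, and 0.525 with an estimated correlation), with *Vcan* (-0.56), *Cd68* (-0.38), *Cebpb* (-0.34) and *Lyz2* (-0.19) past an unadjusted p under 0.05. Inflammation genes were lower (6 of 28 above 0, adjusted p = 0.00307, and 0.525 with an estimated correlation), with *Nlrp3*, a sensor of the inflammasome, at -0.36. T cell genes were higher (15 of 17 above 0, adjusted p = 0.00425, and 0.807 with an estimated correlation), with *Cd247* (0.20), *Ccr7* (0.19) and *Cd3d* (0.16) past the unadjusted threshold. *Slfn4* was lower (fold change -1.67; exact permutation p = 0.000165, two-sided). By limma 715 genes passed an unadjusted p under 0.05 (1131 without NW replicate 6) and 0 an adjusted p under 0.05. Against MONW rats, 369 and 0 passed, *Hpgds* was lower in MONW-Lep rats (fold change -2.27; exact permutation p = 0.00452) and genes of platelets were lower (0 of 9 above 0, adjusted p = 0.0139, and 0.994 with an estimated correlation), a list whose score was low in replicates 5 (-2.73) and 8 (-2.15) of the 9 MONW-Lep arrays and in 1 of the 8 MONW arrays.

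In the hippocampus, further lists past the adjusted threshold between MONW-Lep and MONW were those of granule cells (7 of 8 genes above 0, adjusted p = 0.0181, and 0.528 with an estimated correlation) and the piRNA pathway (12 of 15, 0.0419, and 0.591), both higher in MONW-Lep rats, and cholesterol synthesis (1 of 18, 0.0104, and 0.591) and glucocorticoid response (2 of 13, 0.0218, and 0.528), both lower. Without MONW replicate 7 their adjusted p was 0.613, 0.00266, 0.0208 and 0.056 in the same order.

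Other splits of the same arrays into groups of the same sizes were counted for each comparison, 100 each with the real one. Chance cannot be excluded as the source of any count of genes. In the hippocampus 91 splits gave at least the 463 genes of MONW versus NW (highest other 3876), 99 the 352 of MONW-Lep versus NW (1538) and 82 the 466 of MONW-Lep versus MONW (2880). In PBMC 90 gave at least 452 (3062), 48 at least 715 (2644) and 91 at least 369 (1836). Why some splits call several times the real count was not tested. For gene lists chance cannot be excluded either: in the hippocampus 63 splits gave at least 6 lists (highest other 13), 85 at least 1 (10) and 27 at least 9 (18), and in PBMC 93 at least 1 (10), 67 at least 3 (10) and 93 at least 1 (8). Of splits that were the same in both tissues, 93 gave at least the 8 shared genes (200). Chance cannot be excluded for the share of higher genes kept, where 14 splits of the arrays fed the HF diet gave 11.4% or less (lowest other 7.93%, highest 27.2%), for that of lower genes, where 55 gave 15.6% or less (5.51%, 21.2%), or for the position, where 41 gave 42.7% or less (13.1%, 54.7%).

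For the printed fold changes that differ, the tests argue against another transcript cluster of the same gene, since 17 of the 18 genes whose printed fold was not within 0.01 had a printed p within 0.002 of that of the named cluster in the fit of both tissues. They argue against the other fits tried that can change a difference of group means in every comparison, since with array weights, repeated quantile normalization and median-centred arrays at least 8 of the 38 printed folds had the opposite sign. Folds printed beside the wrong gene in a list ordered by p stays open as a possible explanation: 15 of the 18 folds equal the fold of another gene at the printed p, against 4.7 on average and at most 11 in 1000 random pairings of folds with p values (one-sided permutation p = 0.001, the smallest they can give). The printed fold of *Stag3*, for example, is that of *Gfra2*, and that of *Omd* is that of *Trib1*.

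Hippocampus and PBMC of the same animal were compared across 25 animals after removal of group means. The median Pearson r over 15049 genes was 0.0219, and 1000 re-matchings within groups gave -0.0636 to 0.0597 (one-sided permutation p = 0.15). There were 12 genes with r above 0.7, against a median of 1 and at most 14 in the re-matchings (one-sided permutation p = 0.003). They were *Ccdc77*, *Rtel1*, *RGD1309362*, *Fam20b*, *Tmco3*, *RT1-N2*, *Psat1*, *Gstm4*, *Ppp2r5a*, *Il10rb*, *Eif6* and *Art5*. *Ccdc77* had the highest r (0.845, permutation p = 1e-05, the smallest they can give; Spearman rho 0.821, permutation p = 1e-05; 0.857 without the 2 animals farthest from the median), chosen from 15049 genes, so that its p is not corrected for that choice.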
